# Compulsive methamphetamine taking in the presence of punishment is associated with increased oxytocin expression in the nucleus accumbens of rats

**DOI:** 10.1038/s41598-017-08898-8

**Published:** 2017-08-21

**Authors:** Irina N. Krasnova, Maria Carla Gerra, Donna Walther, Subramaniam Jayanthi, Bruce Ladenheim, Michael T. McCoy, Christie Brannock, Jean Lud Cadet

## Abstract

Methamphetamine addiction is mimicked in rats that self-administer the drug. However, these self-administration (SA) models do not include adverse consequences that are necessary to reach a diagnosis of addiction in humans. Herein, we measured genome-wide transcriptional consequences of methamphetamine SA and footshocks in the rat brain. We trained rats to self-administer methamphetamine for 20 days. Thereafter, lever-presses for methamphetamine were punished by mild footshocks for 5 days. Response-contingent punishment significantly reduced methamphetamine taking in some rats (shock-sensitive, SS) but not in others (shock-resistant, SR). Rats also underwent extinction test at one day and 30 days after the last shock session. Rats were euthanized one day after the second extinction test and the nucleus accumbens (NAc) and dorsal striatum were collected to measure gene expression with microarray analysis. In the NAc, there were changes in the expression of 13 genes in the SRvsControl and 9 genes in the SRvsSS comparison. In the striatum, there were 9 (6 up, 3 down) affected genes in the SRvsSS comparison. Among the upregulated genes was oxytocin in the NAc and CARTpt in the striatum of SR rats. These observations support a regional role of neuropeptides in the brain after a long withdrawal interval when animals show incubation of methamphetamine craving.

## Introduction

Methamphetamine (METH) addiction is a biopsychosocial disorder with a very high prevalence throughout the world^1^. Its abuse is associated with negative impact on the brain and peripheral organs^2, 3^. These adverse consequences include abnormal blood flow and brain structural pathologies^4–6^, with consequent neuropsychological deficits^7^. Although a diversity of drugs can cause the neuropsychiatric syndromes designated as addictions, it is important to identify specific neurobiological processes involved in causing compulsive taking of individual substances. This is relevant to the development of pharmacological agents against addictions because individual substances may impact the brain differentially^4^. This suggests the importance of identifying and detailing the potential impact of these drugs on distributed systems both within and beyond the so-called reward circuitry^8^ because changes in these systems might influence or dictate treatment approaches^9–11^. These statements suggest that addiction may occur as the result of repeated exposure to drugs that lead to neuropathological changes in distributed networks of potentially dissociable reward and non-reward pathways in the mammalian brain^4, 8^. This conclusion is supported by accumulated evidence from epigenetic, transcriptional, neuroimaging, and neuropsychological studies that have indeed provided support for a role of various brain regions in the development and maintenance of addicted states^7, 10, 12–14^. This suggestion also envisions the development of preclinical models that include additional criteria because, by definition, addiction diagnoses include more than just drug SA. Improved models may allow for the identification of diverse neuroanatomical structures, epigenetic and transcriptional events, and memory processes that might be involved in the promotion of addiction to specific substances such as methamphetamine.

A better understanding of how individual drugs differentially impact specific brain regions within these distributed networks will require more in-depth knowledge of the specific biochemical and molecular consequences of each addictive drug on different brain regions^4^. This statement thus hints to the need to decipher molecular changes that may be predictive of resilience to and/or of risk to develop an addictive state^9^. Elucidation of these molecular signatures has the potential to help in the development of pharmacological interventions to modify the clinical manifestations of substance use disorders. To address these issues, we have begun to use a model that uses footshocks to differentiate rats that continue to self-administer methamphetamine compulsively from those that significantly reduce their intake in the presence of punishment^15–17^. In the present study, we have used this model to investigate transcriptional changes in the nucleus accumbens (NAc) and dorsal striatum after a month of forced abstinence.

## Results

### Behaviors

Figure 1a shows the timeline of the behavioral experiments. METH-trained rats increased their drug intake and control rats decreased lever pressing for saline during the SA training phase (Fig. 1b). The repeated measures ANOVA for earned infusions included the between-subject factor reward type (saline, METH) and the within-subject factor of SA day (training days 1–20). The analysis showed a significant effect of training day x reward type [F(19,456) = 25.31, p < 0.0001]. The significant interaction reflects the fact that METH-trained rats continued to increase their drug intake over the training days whereas the saline rats decreased and stabilized their intake to very low values (Fig. 1b).

**Figure 1:**
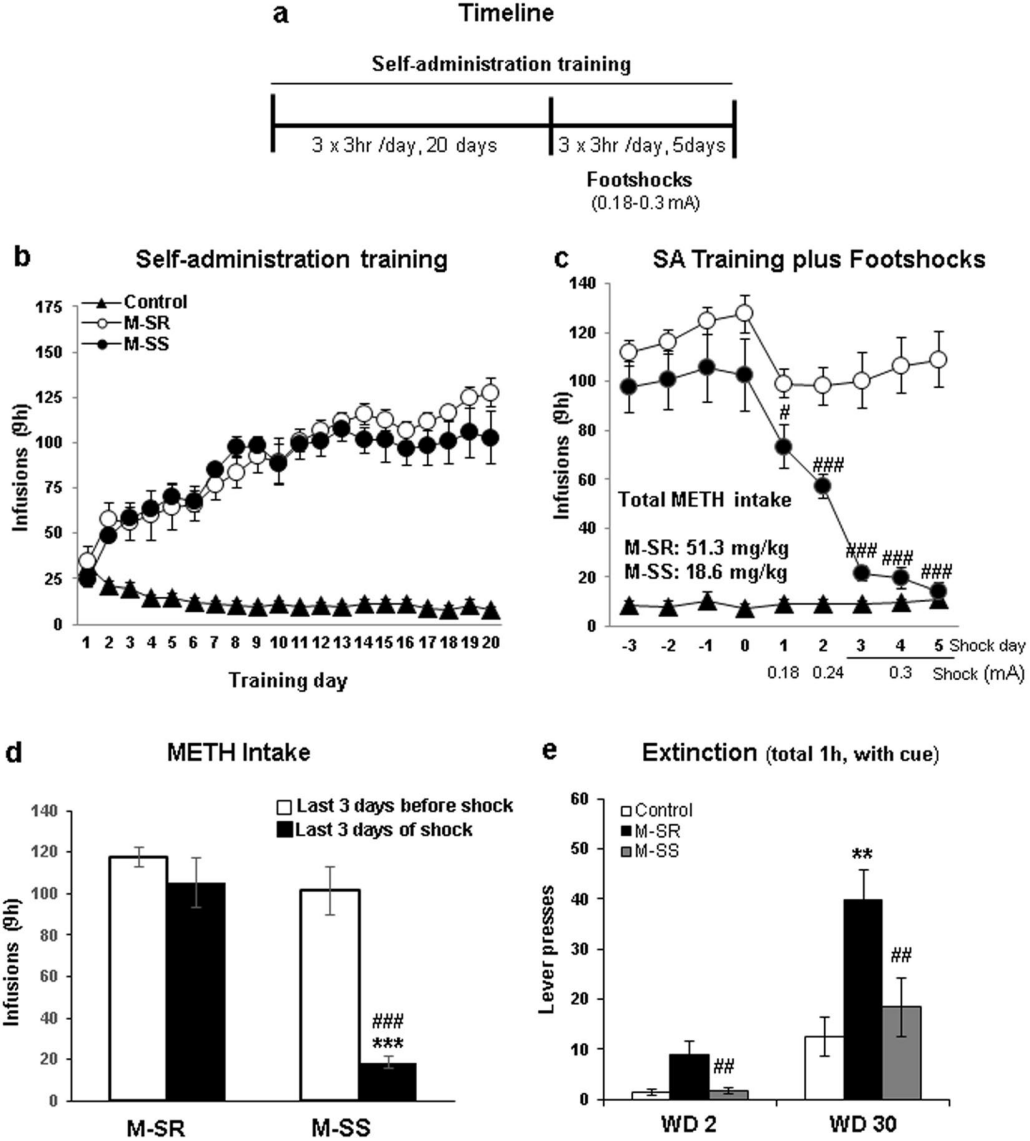
Extended access to methamphetamine and footshock punishment lead to compulsive methamphetamine taking or abstinence in rats. (**a**) Timeline of behavioral experiments. (**b**) Rats with long access to METH escalate drug self-administration. The groups were separated post-facto based on their responses to footshocks. (**c**) Increasing footshock intensity leads to reduction of METH intake in SS but not in SR animals. (**d**) Mean drug intake on the last 3 days of METH SA compared to last 3 days of shocks. (**e**) Rats show incubation of METH craving at withdrawal day (WD) 30 in comparison to WD2. SR rats showed higher lever pressing at WD30 in comparison to the SS rats.

During the training plus punishment phase, footshock intensity was increased from 0.18 to 0.30 A over a period of 5 days (Fig. 1c). The increased shock intensity caused reinforced responding to significantly decrease in the shock-sensitive (SS) but not in the shock-resistant (SR) rats (Fig. 1c). The statistical analysis of METH infusions earned included the between-subject factor of groups [(SR) and (SS)] and the within-subject factor of shockday (shockdays 1–5). There was a significant effect of shockday x group [F(4,56) = 16.95, p < 0.0001], with the highest intensity (0.30 mA) showing almost total suppression of METH intake in the SS rats (Fig. 1c). Figure 1d shows the effects of the highest intensity (0.30 mA, 3 days of footshocks) on METH intake in comparison to the last 3 days of training before application of foot-shocks. Rats that were yoked to SR rats to receive non-contingent footshocks (YSR) received significant more footshocks than rats yoked (YSS) to the SS group [(291 ± 39 vs 94 ± 13, respectively), p < 0.001].

We also measured cue-induced reinstatement at withdrawal days 2 and 30 (Fig. 1e) and found that both SR and SS animals increased lever pressing at WD 30 in comparison to WD2. In addition, the SS rats showed less lever pressing than the SR rats at both time points.

### Microarray Analyses

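The dorsal striatum of 24 rats was read on Affymetrix rat transcriptome arrays, with 1 array per rat, and NAc arrays were not analysed here. There were 6 control rats with saline (CT), 6 shock-resistant (SR) rats and 6 shock-sensitive (SS) rats with METH self-administration, and 3 saline rats yoked to SR (YSR) and 3 yoked to SS rats (YSS). Ttr, the transthyretin gene of the choroid plexus, ranged from a log2 signal of 6.60 in SR replicate 3 to 17.95 in YSR replicate 2. Kl, a second choroid plexus gene, lay above the spiked bacterial control bioB in 1 of 6 CT, 2 of 6 SR, 3 of 6 SS, 2 of 3 YSR and 1 of 3 YSS arrays. The mean log2 signal of 15 choroid plexus markers was 7.16 ± 1.71 (SD, n = 6) in CT rats, 7.36 ± 1.53 (SD, n = 6) in SR rats and 8.18 ± 2.03 (SD, n = 6) in SS rats. It was 9.25 ± 2.45 (SD, n = 3) in YSR rats and 6.84 ± 1.23 (SD, n = 3) in YSS rats. Slc17a7, the vesicular glutamate transporter of cortical pyramidal neurons, ranged from 6.50 in CT replicate 6 to 13.9 in YSR replicate 1. Pmch, which encodes the melanin-concentrating hormone precursor of hypothalamic neurons, was 10.2 in CT replicate 1 and 7.77 in CT replicate 3, against 3.80 to 5.83 elsewhere.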

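The deposited values are log2 signals summarized by the authors with the Affymetrix software, and array medians lay between 5.11 and 5.32. After 1738 control rows were left out, 68842 transcript clusters remained, of which 20093 carried 1 gene name, 752 several names and 47997 none. The groups were compared in a limma fit of 5 group means, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The study's criterion was an unadjusted p under 0.05 with a fold change of at least 1.7 in either direction. For named genes, exact 2-sided permutation p-values come from all regroupings of the arrays of the 2 groups, and log2 fold changes are the first group minus the second. Precision here is set by the number of rats, and not by read depth. In simulated data with 200 of 9755 clusters changed by 1 log2 unit, the SR against CT comparison found 183 of them at an adjusted p under 0.05, with 10 false calls, and the YSR against YSS comparison found 166, with 6. The study's criterion found 181 with 32 false calls and 178 with 72. Simulated clusters varied independently, while 2 principal components held 26.6% and 23.6% of the variance of the real expressed clusters. The simulated rates therefore do not carry over to the real arrays, where random regroupings of SR and CT rats gave up to 216 clusters at the criterion. Coordinates come from the deposited annotation, which does not name the genome build.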

We used the Affymetrix array platform that contain a total of 68,842 probes to measure transcriptional changes in the NAc and dorsal striatum of animals euthanized one day after the second extinction test. These probes consist of 24,753 protein coding, 28,724 noncoding, and unassigned pseudogenes. The analysis of raw array data revealed that 9044 genes were expressed in the NAc and 9754 genes were expressed in the dorsal striatum. This was determined by comparing the average signal values of transcripts in the control animals to the average signal value of the bioB gene in the control animals. 

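In CT rats, 9755 of the 68842 transcript clusters (14.2%) had a mean log2 signal above that of bioB, which was 9.27 (n = 6). Glial genes were well covered, with 10 of 11 oligodendrocyte markers, 8 of 12 astrocyte markers and 6 of 12 microglia markers above this level. Of the genes of dopamine signalling, 11 of 19 were above it, as were 5 of 9 markers of D1 and 5 of 8 markers of D2 medium spiny neurons. Markers of interneurons, the sparse cells of the striatum, reached it in 2 of 16 cases, choroid plexus markers in 2 of 15, cortex markers in 3 of 13, and thalamus (8) and hypothalamus (13) markers in none. None of 6 genes that the paper took on to qPCR lay above bioB. Their CT means (n = 6) were 6.92 ± 1.73 (SD) for Oxt, which encodes oxytocin, 5.86 ± 0.229 for its receptor gene Oxtr and 6.96 ± 0.466 for Cartpt, which encodes the CART neuropeptide precursor. Fmo2, a flavin-containing monooxygenase gene, stood at 6.18 ± 0.584, Pdk4, a pyruvate dehydrogenase kinase gene, at 7.20 ± 0.465, and Ptpro, a receptor tyrosine phosphatase gene, at 8.50 ± 0.370. Genes under the bioB mean were therefore tested in a fit of all clusters, and those above it in a fit of the 9755. By annotation, 4969 of the 9755 were coding, 2809 unassigned, 1181 noncoding, 468 pseudogenes, 311 complex and 17 ribosomal. A single gene name was given for 4351, which named 4198 different genes. The count was 9640 with the mean of all 24 arrays in place of the CT mean, and lay between 9686 and 9887 when any 1 CT array was left out.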

Gene with average signals above the average signal value of the bioB gene were considered as expressed in the specific brain region. The expressed genes were included in further analyses of differential gene expression between the experimental groups. There were 181 genes differentially expressed in the NAc and 304 genes were differentially expressed in the dorsal striatum.

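In the dorsal striatum, 218 transcript clusters met the study's criterion in at least 1 of the 6 comparisons. SR and YSS rats had 5 clusters in common against CT rats, among them Wfs1, a gene of endoplasmic reticulum calcium handling, and the guanine deaminase gene Gda, both higher in both groups. SR and SS rats had 0 in common against CT rats. The means of Wfs1 (12.5 against 11.7) and Gda (11.8 against 11.4) were nevertheless also higher in SS than in CT rats. For both genes CT rats had the lowest mean of the 5 groups. The orphan nuclear receptor gene Nr4a2 met the criterion against CT rats in YSS rats (2.90) and not in SR (0.54), SS (1.73) or YSR rats (0.74). All these values lie above 0, so this is a difference in calls and not a test of YSS against the other groups. Of the clusters that separated YSR from YSS rats, 10 also separated YSR from CT rats. Among them was the DNase family gene Tatdn3, lower in YSR rats in both (-0.95 against CT, exact p = 0.0119, and -0.93 against YSS, exact p = 0.2). These comparisons use the same arrays, so shared genes are not independent evidence. limma's F test over the 5 groups gave 0 clusters at an adjusted p under 0.05 (smallest 0.912) and 217 at an unadjusted p under 0.05, where 488 of 9755 are due by chance. Of those 217, 28 had a fold change of 1.7 or more in some comparison. Pairwise tests without limma's moderation gave 78 clusters at the criterion over the 6 comparisons and 0 at an adjusted p under 0.05. Tatdn3 missed the criterion between the yoked groups without YSR2 (-0.81), YSR3 (-0.82) or YSS1 (-0.65). The count of 218 was 362 without CT replicate 1, 465 without YSR replicate 1, 333 without YSR replicate 3 and 122 without YSS replicate 2. With estimated array weights, 4218 clusters passed the F test at an adjusted p under 0.05, but the estimate did not converge and gave YSS replicate 3 a weight of 56.5 against 0.293 and 0.272 for the other YSS arrays.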

The results of the microarray analyses in the NAc are shown in Figs 2a and 3a, Table 1, and in supplementary Tables S1 and S1. There were multiple pairwise comparisons that included: shock-resistant versus control (SRvsCT), shock-sensitive versus CT (SSvsCT), and SR versus SS (SRvsSS) groups, yoked SR versus CT (YSRvsCT), yoked SS versus CT (YSRvsCT), and YSRvsYSS (see Figs 2a and 3a and Table 1, and in Supplementary Tables S1 and S1). The differences in gene expression between YSR and YSS are shown in the Supplementary Table S2. In the NAc, there were 13 (6 up- and 7 downregulated) differentially expressed transcripts in the SRvsCT comparison (±1.7-fold change, p < 0.05) (Fig. 2a). The SSvsCT comparison contained only 3 (1 up and 2 down) differentially expressed genes while the SRvsSS comparison had 9 (1 up-and 8 downregulated) differentially expressed transcripts. We used DAVID and literature searches to generate functional annotation and classification analyses for significantly expressed transcripts. The names of these genes and their classification are shown in Table 1. The list includes genes that participate in metabolism and signal transduction as well as several microRNA precursor transcripts. Genes of interest in the SRvsCT comparison include oxytocin that showed 6.19-fold increases in the SR group. OXT was also increased in the SR in comparison to the SS group (5.71-fold) (Table 1). The yoked animals also showed some changes in gene expression in comparison to control (Fig. 3a). Rats yoked to the SR group showed changes in 6 transcripts (3 up and 3 up) in comparison to control. Animals yoked to the SS group showed 9 (4 up and 5 down) differentially expressed genes. The list of genes also included genes involved in metabolism, phosphorylation cascades, and signal transduction (Supplementary Table S1).

**Figure 2:**
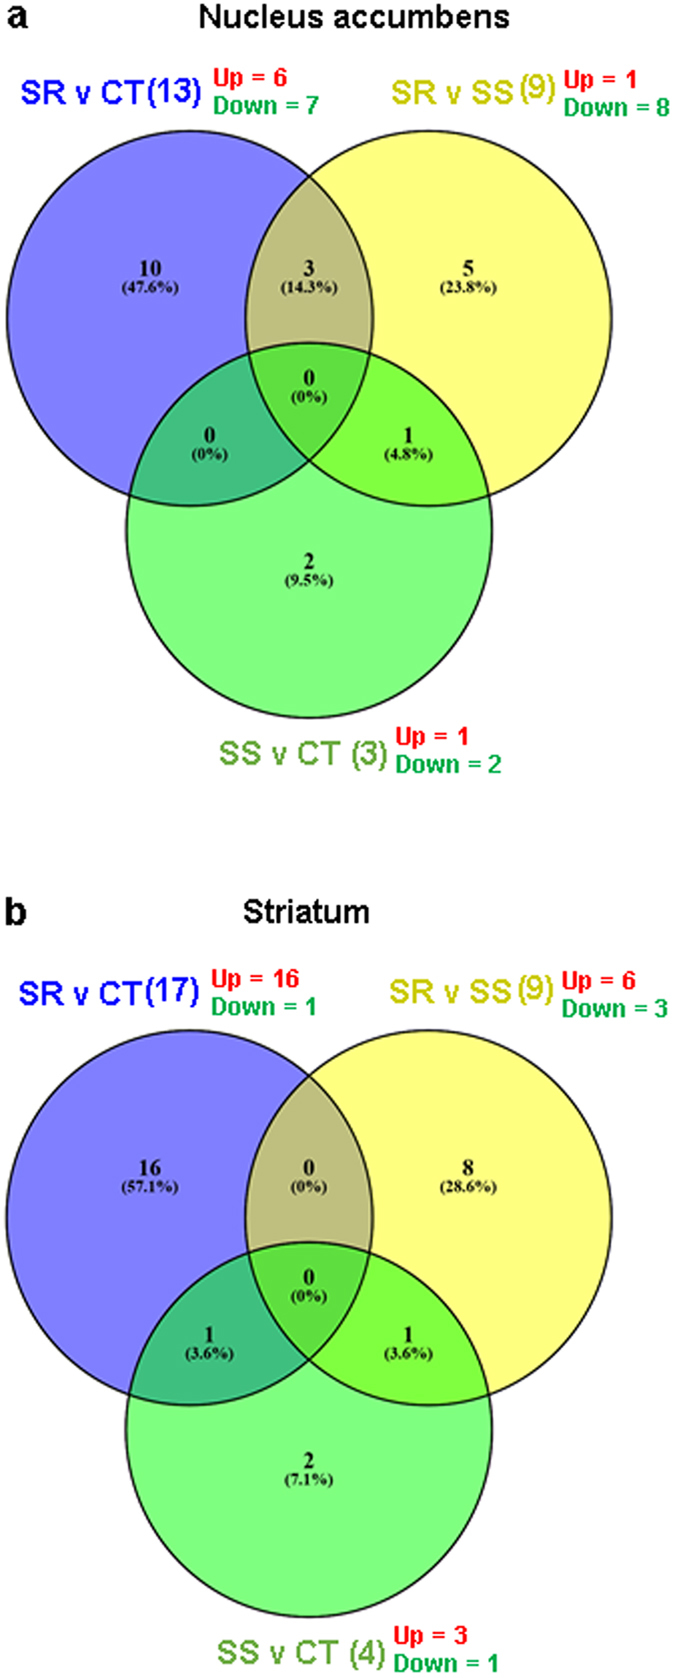
Microarray analysis of gene expression in the NAc and dorsal striatum of rats after one month of withdrawal from methamphetamine SA. Comparison of gene expression in pairwise comparisons between SR, SS, and control rats in NAc (**a**) in dorsal striatum (**b**) [n = 6 in each group]. The number of up- and downregulated genes in each comparison is shown in red and green, respectively. The list of genes and their classification are shown in Tables 1 and 2.

**Figure 3:**
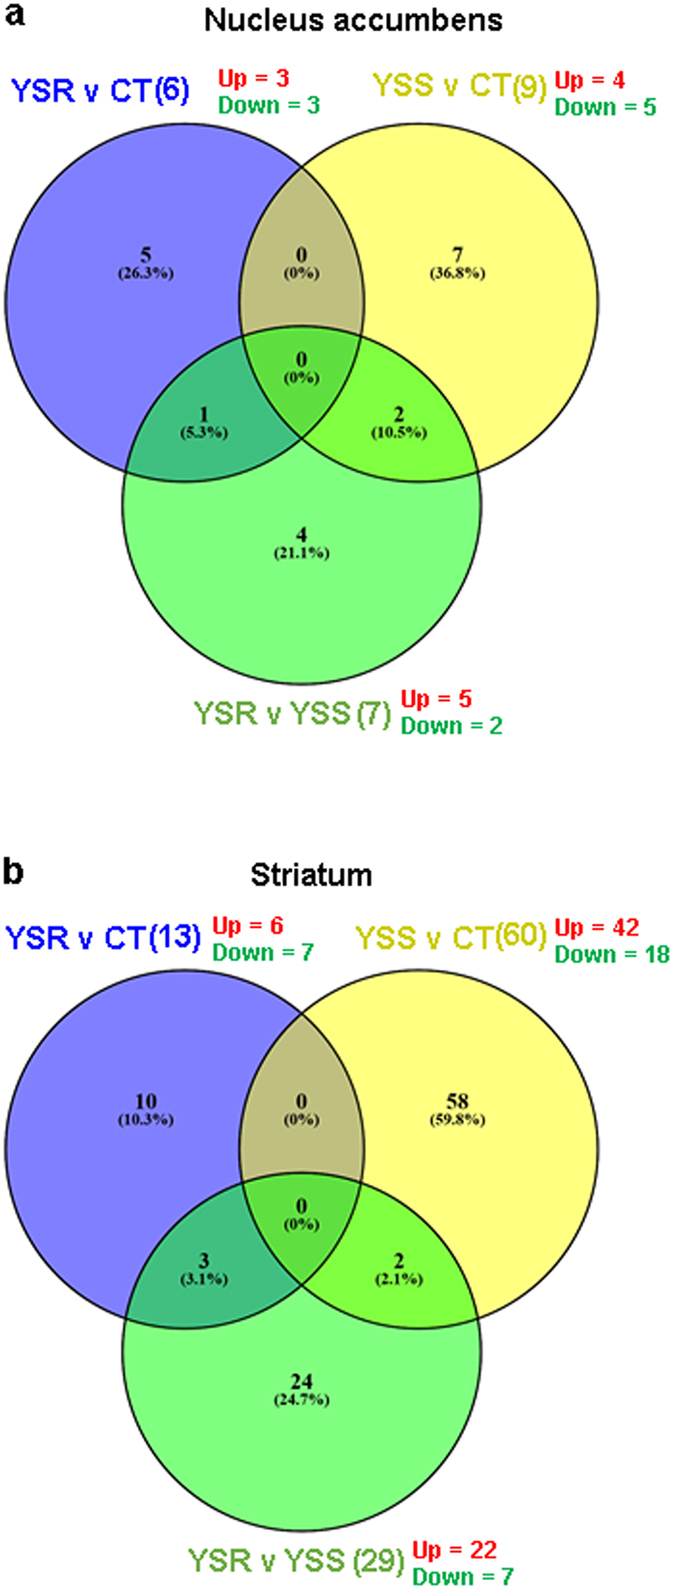
Microarray analysis of gene expression in the NAc and striatum of rats after one month of withdrawal from methamphetamine SA. Comparison of gene expression in pairwise comparisons between YSR (n = 3), YSS (n = 3), and control (n = 6) rats in NAc (**a**) in dorsal striatum (**b**). The number of up- and downregulated genes in each comparison is shown in red and green, respectively. The list of genes and their classification are shown in Tables 3 and 4.

**Table 1:** Classification of NAc genes with altered expression after METH SA and footshocks.

GenBank Accession	Symbol	Description	Fold Change SR vs CT	Fold Change SS vs CT	Fold Change SR vs SS
***Metabolism***					
NM_001037355	Mettl7a	methyltransferase like 7 A	1.68	1.25	1.35
***MicroRNA***					
NR_030567	Mir466f-2	microRNA 466f-2	−4.71	−1.03	−4.55
MTA_TR0500009144.mm	Mir1191	microRNA 1191	−1.47	1.12	−1.65
MTA_TR0100005862.mm	Mir297c	microRNA 297c	−2.20	1.12	−2.46
MTA_TR0200016496.mm	Mir3098	microRNA 3098	1.02	2.78	−2.72
MTA_TR1300007696.mm	Mir325	microRNA 325	−1.75	1.01	−1.77
NR_030571	Mir467c	microRNA 467c	−1.71	1.23	−2.10
NR_030645	Mir467e	microRNA 467e	−1.66	1.19	−1.98
MTA_TR0200000271.mm	Mir669f	microRNA 669 f	−1.86	−1.13	−1.64
NR_032296	Mir770	microRNA 770	1.96	1.64	1.20
NR_032756	Mir876	microRNA 876	−1.85	−1.18	−1.57
NR_032286	Mir598	microRNA mir-598	−1.25	1.35	−1.69
MTA_TR0500000814.mm	Mir362	microRNA mir-6362	−2.38	−1.09	−2.19
NR_105852	Mir6481	microRNA mir-6481	−1.83	−1.47	−1.25
***Protein Kinase/Phosphatase***					
NM_031769	Pdxk	pyridoxal (pyridoxine, vitamin B6) kinase; similar to pyridoxal (pyridoxine, vitamin B6) kinase; pyridoxal kinase-like	1.73	1.63	1.07
***Proteolysis***					
NM_020091	Cym	chymosin	−1.38	−2.39	1.74
***Signal Transduction***					
NM_001191104	Tmem223	transmembrane protein 223	2.07	1.31	1.58
NM_022005	Fxyd6	FXYD domain-containing ion transport regulator 6	2.10	1.35	1.56
NM_053859	Slc17a7	solute carrier family 17 (vesicular glutamate transporter), member 7	−1.50	−3.06	2.04
NM_012996	Oxt	oxytocin/neurophysin 1 prepropeptide	6.19	1.08	5.71
***Synaptic Plasticity***					
MTA_TR1100003798.mm	Zfp616	zinc finger protein 616	−1.81	−1.56	−1.16

The results of the striatal microarray data are shown in Figs 2b and 3b, Table 2, and in supplementary Tables S3 and S4. Figure 2b shows that there were 17 (16 up and 1 down) differentially expressed transcripts in the SRvsCT comparison, 4 (3 up and 1 down) transcripts in the SSvsCT comparison, and 9 (6 up and 3 down) transcripts in the SRvsSS comparison. 

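Tmem255a, a transmembrane protein gene, was higher in SR than in CT rats by a log2 fold change of 1.25 (standard error 0.521, exact p = 0.0844). So were the calcium-dependent kinase gene Camk2d by 1.19 (0.476, exact p = 0.0455) and the zinc finger gene Zcchc12 by 0.94 (0.373, exact p = 0.0455). Arc, an activity-regulated gene of the synapse, was lower, at -0.85 (0.339, exact p = 0.0758), and 3 of 4 expressed immediate early genes were lower, with Egr1 at -0.55. All 4 expressed blood markers were lower in SR rats, with the globin genes Hbb-b1 at -0.90 and Hbb-bs at -0.78, and so were 10 of 11 dopamine signalling genes, with Rgs9 at -0.60 and Ppp1r1b at -0.43. All 5 expressed imprinted genes were higher, with Mest at 0.65 and Peg3 at 0.47. Lateral striatum markers were lower in SR rats in 4 of 4 cases (median -0.26), while most ventral or medial markers were higher. In all, 22 clusters met the study's criterion, 14 higher and 8 lower, 11 of them with a gene name. limma gave 0 at an adjusted p under 0.05 (smallest 0.768) and 385 at an unadjusted p under 0.05, and tests without moderation gave 0 and 237, with 9 at the criterion. The camera test of limma gave 10 lists, with adjusted p = 0.00349 for immediate early genes (adjusted p = 0.314 with an estimated correlation), 0.000372 for blood (0.314), 0.000595 for dopamine signalling (0.387) and 0.00651 for imprinted genes (0.387). Those with smaller median shifts were oligodendrocyte (0.0132; 0.563), glucocorticoid-response (0.0223; 0.387), astrocyte (0.0263; 0.46), D2 neuron (0.0453; 0.51) and qPCR reference genes (0.0453; 0.53). No list call in any comparison held with the correlation estimated from the arrays. Adjusted over the list alone, 2 immediate early genes passed and no gene of the other 8 lists named here did. The count of 22 was 163 without CT replicate 1, 13 without CT2, 54 without CT3, 13 without CT5, 64 without SR1, 41 without SR3, 2 without SR5 and 13 without SR6, and the 10 lists were 6 without CT6. Zcchc12 missed the criterion without SR5 (0.59), Camk2d without CT5 (1.01) or SR5 (0.86), Arc without CT1 (-0.75), CT2 (-0.63) or SR1 (-0.75), and Tmem255a without CT2 (1.10), CT5 (1.08), CT6 (1.15), SR4 (1.15), SR5 (0.89) or SR6 (1.12).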

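Pla2g7, which encodes a phospholipase that degrades platelet-activating factor, was the 1 named gene at the criterion in SS against CT rats, with a log2 fold change of -0.80 (standard error 0.381, exact p = 0.102). All 8 expressed astrocyte markers were lower in SS rats (median -0.14), with the glial transcription factor gene Sox9 at -0.44, and all 10 oligodendrocyte markers were lower (median -0.21), with the myelin genes Opalin at -0.43 and Mal at -0.42. Between SR and SS rats, Enpp6, a choline phosphodiesterase gene of young oligodendrocytes, was higher in SR rats at 9.61 ± 0.808 (SD, n = 6) against 8.55 ± 0.645 (SD, n = 6), and Fstl5, a follistatin-like gene, at 10.1 ± 0.464 (SD, n = 6) against 9.33 ± 0.227 (SD, n = 6). Exact p-values were 0.0346 for Enpp6 and 0.00649 for Fstl5. All 4 immediate early genes and all 4 glucocorticoid-response genes were lower in SR than in SS rats (medians -0.43 and -0.29), and all 6 microglia markers were higher (0.21). The criterion was met by 3 clusters in SS against CT rats (2 higher, 1 lower) and by 6 in SR against SS rats (3 higher, 3 lower). limma gave 0 in both at an adjusted p under 0.05 (smallest 0.99 and 0.786), with 158 and 226 at an unadjusted p under 0.05, and tests without moderation gave 0 with 181 and 682. In SS against CT rats, camera gave 3 lists, astrocyte (adjusted p = 7.67e-05, and 0.41 with an estimated correlation), oligodendrocyte (0.00138 and 0.671) and dopamine signalling (0.00998 and 0.671). In SR against SS rats it gave 6, with adjusted p = 0.00149 for immediate early genes and 0.0025 for glucocorticoid response (each 0.267 with an estimated correlation), 0.0183 for imprinted genes (0.581), 0.0324 for microglia (0.658) and 0.0335 for blood (0.691). Adjusted over the list alone, no gene of these lists passed. Choroid plexus markers, most of them under the bioB mean, were higher in SS than in CT rats in 15 of 15 cases (median 0.74) and lower in SR than in SS rats in 15 of 15 (median -0.68), and cortex markers were higher in SS than in CT rats in 12 of 13 (median 0.35). The mean choroid plexus difference of SS and CT rats, 1.02, was 1.71 without CT6, 0.64 without SS2, 0.68 without SS3 and 0.62 without SS6, and that of SR and SS rats, -0.82, was -1.24 without SR1, -0.50 without SR3, -0.44 without SS2, -0.48 without SS3 and -0.42 without SS6. The mean cortex difference of SS and CT rats, 0.41, was 0.27 without CT5, 0.18 without CT6, 0.25 without SS3, 0.64 without SS4 and 0.24 without SS6. The count of 3 was 8 without CT1 or CT3, 7 without CT4, 9 without CT6, 17 without SS3 and 5 without CT5, SS1, SS4, SS5 or YSR1, and its 3 lists were 6 without SS4 and 5 without SS5. The count of 6 was 12 without SR1, 21 without SR3, 13 without SS3, 10 without SS5 and 3 without SR5, SR6 or SS4, and its 6 lists were 11 without SR2, 3 without SR6 and 10 without SS3. Fstl5 missed the criterion without SR2 (0.73), SR5 (0.64), SR6 (0.74), SS2 (0.71) or SS3 (0.74). Enpp6 missed it without SR1, SR4, SR6, SS1, SS3, SS4 or SS6 (0.80 to 1.06), and Pla2g7 without any 1 of 15 arrays (CT2, CT4, CT6, SR1, SR2, SR5, SR6, SS1, SS4, SS5, SS6, YSR3 and all 3 YSS arrays; -0.84 to -0.50).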

Table 2 shows a list of genes that participate cell adhesion, metabolism, signal transduction, and transcription regulation in the dorsal striatum. 

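Of the genes of Table 2, 25 were matched to an array cluster, and 22 of them were higher in SR than in CT rats, 9 at the study's criterion. Wfs1, which encodes an endoplasmic reticulum protein of calcium handling (chromosome 14, 78640707 to 78665966), stood at 12.9 ± 1.00 (SD, n = 6) in SR rats against 11.7 ± 0.713 (SD, n = 6), a log2 fold change of 1.20 (standard error 0.435), and 5 of 6 SR arrays lay above every CT array (exact p = 0.0411). Gda, a guanine deaminase gene (chromosome 1, 238978731 to 239057744), was higher by 0.99 (standard error 0.390, exact p = 0.0368). Of the genes under the bioB mean, the muscarinic receptor gene Chrm5 was higher by 1.47 (standard error 0.450, exact p = 0.0238), the protocadherin gene Pcdh19 by 1.00 (0.331, exact p = 0.0173), Tmem223 by 0.95 (0.332, exact p = 0.0238), the glycine receptor gene Glra2 by 1.49 (0.618, exact p = 0.0455) and the neurotensin gene Nts by 0.79 (0.268, exact p = 0.0238). No gene of the table met the criterion in SS against CT rats. Signed fold changes of 1.818 for Wfs1, 1.795 for Glra2 and -1.737 for Enpp6 reached the fold limit there, but not the p limit. The 8 expressed genes were all higher in SR rats (median 0.77), and camera gave adjusted p = 0.000372 in SR against CT rats and 0.000308 in SR against SS rats (0.314 and 0.267 with an estimated correlation), with 6 and 1 of them passing when adjusted over the list alone. The study chose this table on these same arrays, so the list is not independent evidence. After adjustment over all genes none passed, with adjusted p = 0.768 for Wfs1 and Gda and 0.86 for the 5 genes under bioB. Markers of the ventral or medial striatum were higher in SR than in CT rats in 9 of 11 cases (median 0.65), and the 8 of them outside Table 2 had a mean of 7.33 ± 0.633 (SD, n = 6) against 6.89 ± 0.326 (SD, n = 6), a difference of 0.44 that was 0.24 without SR replicate 5. For the 14 measured genes that the paper gives as at least 1.7-fold higher in SR rats, and which were thus chosen for this difference, the mean SR minus CT difference was 0.90 (standard error 0.273), and 0.46 (0.129) with the mean of those 8 markers as a covariate. Wfs1, Chrm5, Pcdh19 and Tmem223 kept their calls without any 1 array, and Gda lost its call without SR replicate 5 (0.72). Glra2 lost it without CT2 (1.26), CT5 (1.34), CT6 (1.29), SR2 (1.35) or SR5 (1.24), and Nts without CT2 (0.72), CT5 (0.74), CT6 (0.70), SR2 (0.76) or SR5 (0.60).

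**Figure D1:**
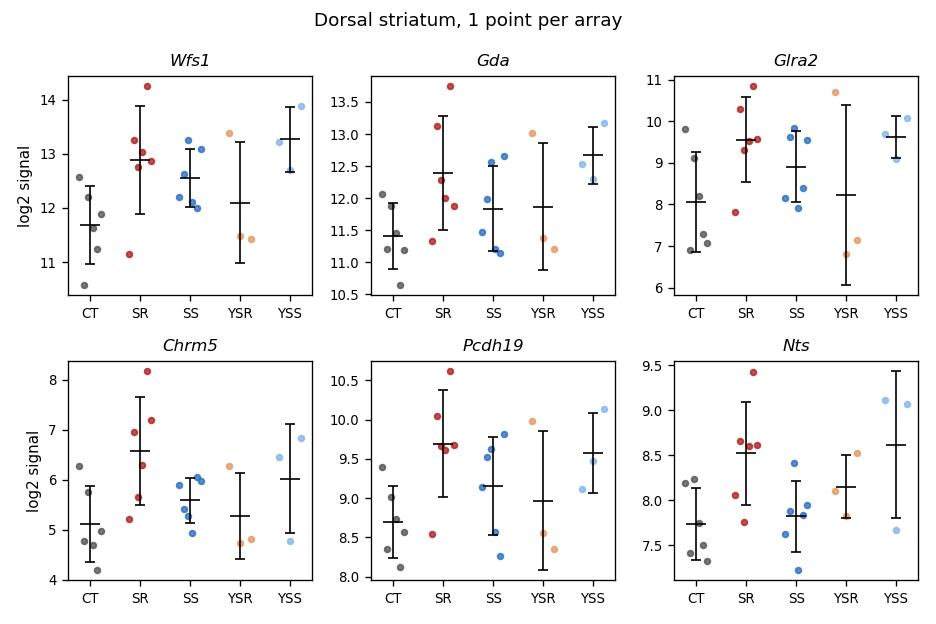
Log2 signal of Wfs1, Gda, Glra2, Chrm5, Pcdh19 and Nts in the dorsal striatum of CT (n = 6), SR (n = 6), SS (n = 6), YSR (n = 3) and YSS (n = 3) rats. Each point is 1 array from 1 rat, the dash is the mean and the bar the SD. The vertical axes do not start at 0.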

Figure 3b shows the results of the comparison between the yoked animals and the control group. 

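In YSR rats, Sgk1, a kinase gene induced by glucocorticoids, was higher than in CT rats, at 12.3 ± 0.422 (SD, n = 3) against 11.1 ± 0.913 (SD, n = 6, exact p = 0.0595), while Tatdn3, a DNase family gene, was lower, at 9.57 ± 0.401 (SD, n = 3) against 10.5 ± 0.355 (SD, n = 6, exact p = 0.0119). All 4 expressed glucocorticoid-response genes were higher, with Errfi1 at 0.47 and Mt2A at 0.28, and all 15 choroid plexus markers were higher (median 1.70). The dopamine receptor gene Drd2 (-0.74) and Ppp1r1b (-0.63) were lower with 10 of 11 dopamine signalling genes, but their signs were the other way (0.09 and 0.18) without the 9 arrays with Kl above bioB, an alternative chosen after the values were seen that leaves 1 YSR array and so cannot test them. Cortex markers were higher in YSR than in CT rats in 13 of 13 cases (median 0.29), and lateral striatum markers lower in 3 of 4 (median -0.75). The mean cortex difference, 0.33, was 0.50 without CT2, 0.19 without CT5, 0.10 without CT6, 0.68 without YSR3 and below 0 without YSR1 (-0.18), and the mean choroid plexus difference, 2.08, was 1.22 without YSR2 and 3.49 without YSR3. In YSS rats, the orphan nuclear receptor gene Nr4a2 was higher, at 12.7 ± 0.493 (SD, n = 3) against 9.85 ± 1.87 (SD, n = 6, exact p = 0.0357). Wfs1 was higher by a log2 fold change of 1.58 (standard error 0.533, exact p = 0.0238), Gda by 1.26 (0.477, exact p = 0.0119) and the transmembrane protein gene Tmem196 by 1.20 (0.445, exact p = 0.0357). All 4 expressed blood markers were lower, with Hbbl1 at -1.62 (standard error 0.566) and Hbb-b1 at -1.60 (exact p = 0.119 each, and no call for either in tests of the 2 groups alone), and so were all 10 oligodendrocyte markers, with Opalin at -1.14 (0.429). Cortex markers were higher in YSS rats in 12 of 13 cases (median 0.68). The criterion was met by 20 clusters in YSR rats (10 higher, 10 lower) and by 61 in YSS rats (24 higher, 37 lower). limma gave 0 in both at an adjusted p under 0.05 (smallest 0.999 and 0.594), with 159 and 477 at an unadjusted p under 0.05, and tests without moderation gave 0 with 131 and 418, and 9 and 41 at the criterion. With the array weights, which rest the YSS group on 1 array, 3139 clusters passed in YSS against CT rats. Of the 61 clusters in YSS rats, 19 kept their call with the mean choroid plexus and cortex signals as covariates, an alternative chosen after the values were seen. In YSR rats camera gave 6 lists, with adjusted p = 0.00754 for glucocorticoid response, dopamine signalling and D2 neurons (each 0.603 with an estimated correlation), 0.0149 for neuropeptides (0.603), 0.0464 for glutamate receptors (0.634) and 0.049 for microglia (0.603). In YSS rats it gave 5, with adjusted p = 0.000203 for blood and oligodendrocytes, 0.0128 for dopamine signalling, 0.0326 for the Table 2 genes and 0.0485 for astrocytes (each 0.609 with an estimated correlation). Adjusted over the list alone, 1 glucocorticoid-response gene passed in YSR rats, and 4 blood markers and 1 astrocyte marker in YSS rats. The count of 20 was 48 without CT2, 31 without CT3, 44 without CT6 and 109 without YSR3, and its 6 lists were 3 without CT3 and 2 without YSR1. The count of 61 was 143 without CT1 and 151 without YSS1, and its 5 lists were 3 without CT2 or YSS3. Sgk1 missed the criterion without YSR2 (1.04), Wfs1 and Gda without YSS3 (1.27 and 1.01), Opalin without YSS2 (-0.62), and Nr4a2 without CT6 (2.28), YSS1 (2.71) or YSS2 (2.81).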

There were 13 (6 up and 7 down) differentially expressed transcripts in the YSRvsCT comparison, 60 (42 up and 18 down) in the YSSvsCT comparison and 29 (22 up and 7 down) differentially expressed genes in the YSRvs YSS comparison. The genes are listed in supplementary Table S3. 

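Cdr2, a gene for a cytoplasmic protein targeted in paraneoplastic cerebellar degeneration, was higher in YSR than in YSS rats, at 10.1 ± 0.522 (SD, n = 3) against 8.73 ± 0.260 (SD, n = 3), with a log2 fold change of 1.33 (standard error 0.332). Also higher in YSR rats were Fxyd1, a regulator of the sodium pump, by 1.77, and Htr2c, the serotonin 2C receptor gene abundant in choroid plexus, by 1.76 (exact p = 0.2 each). All 15 choroid plexus markers were higher in YSR rats (median 2.01). All 10 oligodendrocyte markers were higher (median 0.66), with Opalin at 0.89 and Mag, a myelin glycoprotein gene, at 0.82, and so were all 6 microglia markers, with the purinergic receptor gene P2ry12 at 0.61 and Csf1r at 0.41. Opalin was lower instead (-0.05) when group means were taken by the biweight. Neuropeptide genes were lower in YSR rats in 11 of 12 cases (median -0.40), with Npy at -0.65 and Chgb at -0.56, and glutamate receptor genes in 11 of 13, with Gria3 and Grik3 at -0.54 each. Cortex markers, most of them under the bioB mean, were lower in YSR rats in 11 of 13 cases (median -0.60). Their mean difference, -0.54, was -1.05 without YSR1 and -0.195 without YSR3, and that of the choroid plexus markers, 2.41, was 1.55 without YSR2 and 3.81 without YSR3. The criterion was met by 138 clusters, 121 higher and 17 lower in YSR rats, 41 of them with a gene name. limma gave 0 at an adjusted p under 0.05 (smallest 0.914) and 455 at an unadjusted p under 0.05, and tests without moderation gave 0 and 174, with 20 at the criterion. With the array weights 1763 passed. With 3 rats in each group the exact p cannot fall below 0.1, the value of Cdr2, which was higher in 3 of 3 YSR arrays than in every YSS array. camera gave 8 lists, with adjusted p = 0.000493 for oligodendrocytes (0.507 with an estimated correlation), 0.000958 for blood and microglia (0.434), 0.00145 for neuropeptides (0.434) and 0.0062 for glutamate receptors (0.507). The others were oligodendrocyte precursors (0.0222), glucocorticoid response (0.0415) and imprinted genes (0.0477), each 0.507 with an estimated correlation. Adjusted over the list alone, 3 blood markers passed and no gene of the other lists did. The count of 138 was 424 without YSR1, 36 without YSR2 and 46 without YSS2, and the 8 lists were 4 without YSR2 or YSS2. Fxyd1 missed the criterion without YSR2 (1.08) or YSS2 (1.39), and Htr2c without YSR1 (1.56), YSR2 (1.35) or YSS2 (1.55).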

The differences in gene expression between YSR and YSS in the dorsal striatum are shown in Supplementary Table S4.

**Table 2:** Classification of striatal genes with differential expression after METH SA and footshocks.

Genbank Accession	Gene Symbol	Description	Fold Change SR vs CT	Fold Change SS vs CT	Fold Change SR vs SS
***Calcium Ion Binding***					
NM_001271195	Fstl5	follistatin-like 5	1.52	−1.11	1.68
***Cell Adhesion***					
NM_001169129	Pcdh19	protocadherin 19	2.11	1.50	1.41
XM_001061943.6	Cdh4	cadherin 4	2.02	1.43	1.41
***DNA Binding***					
NM_153626	Npas4	neuronal PAS domain protein 4	−1.75	−1.48	−1.18
***Membrane Structure***					
NM_001191104	Tmem22	transmembrane protein 223	1.98	1.30	1.52
NM_001109561	Nrsn2	neurensin 2	1.40	−1.24	1.74
***Metabolism***					
NM_001107311	Enpp6	ectonucleotide pyrophosphatase/phosphodiesterase 6	1.12	−1.78	1.99
NM_001107671	Plcxd3	phosphatidylinositol-specific phospholipase C, X domain	1.69	1.22	1.39
NM_001191118	Siah3	siah E3 ubiquitin protein ligase family member 3	1.75	1.25	1.41
NM_001258237	Ace3	angiotensin I converting enzyme (peptidyl-dipeptidase A	−1.14	1.54	−1.75
NM_031655	Lxn	latexin	1.05	1.71	−1.63
NM_031776	Gda	guanine deaminase	1.81	1.33	1.36
XM_006247643.3	LOC102556346	angiotensin-converting enzyme-like	−1.18	1.87	−2.21
***MicroRNA***					
NR_035479	Mir1954	microRNA 1954	−1.14	−1.88	1.66
NR_106093	Mir7234	microRNA mir-7234	−1.42	1.34	−1.91
***Protein Binding***					
NM_017110	Cartpt	CART prepropeptide	1.33	−1.59	2.11
***Signal Transduction***					
XM_008763452.2	Eps8	epidermal growth factor receptor pathway substrate 8	1.89	1.35	1.40
NM_001102381	Nts	neurotensin	1.82	1.13	1.61
NM_001108774	Mrap2	melanocortin 2 receptor accessory protein 2	1.73	1.44	1.20
NM_001109018	Rab9b	RAB9B, member RAS oncogene family	1.66	1.06	1.57
NM_001287022	Rgs21	regulator of G-protein signaling 21	1.01	1.89	−1.87
NM_012568	Glra2	glycine receptor, alpha 2	3.50	2.07	1.69
NM_017362	Chrm5	cholinergic receptor, muscarinic 5	3.06	1.58	1.93
NM_022669	Scg2	secretogranin II	1.81	1.25	1.45
NM_031823	Wfs1	Wolfram syndrome 1 (wolframin)	2.35	1.68	1.40
***Transcription***					
NM_001107473	Zim1	zinc finger, imprinted 1	1.78	1.14	1.57
NM_001191702	Zfhx4	zinc finger homeobox 4; Unannotated AceView Transcript;	1.73	1.24	1.39
XM_008762737.1	PEG10	ENCODES a protein that exhibits poly(A) RNA binding	1.71	1.02	1.67

### Validation of array-identified genes by quantitative PCR

#### Compulsive METH taking-related genes

To validate the changes in oxytocin observed in the microarray data, we ran quantitative PCR using RNAs from the various groups of rats. Figure 4 presents the effects of METH SA and footshocks on the expression of oxytocin (OXT) in the nucleus accumbens and dorsal striatum. NAc OXT mRNA levels displayed significant changes [F(4,19) = 5.44, p = 0.0043] in expression. Post-hoc analyses demonstrated that the SR group showed substantial increases in OXT mRNA expression in comparison to the CT, SS, and yoked animals (Fig. 4a). YSR and YSS groups showed small decreases that were not significant in comparison to the control group (Fig. 4a). OXT receptor (OXTR) mRNA levels also exhibited significant changes [F(4,19) = 7.19, p = 0.0011] after withdrawal from METH SA, with post-hoc analyses indicating that all groups showed small increases in comparison to the control group (Fig. 4b). In contrast, there were no significant changes in OXT [F(4,24) = 1.643, p = 0.1961] or OXTR [F(4,27) = 1.715, p = 0.1767] mRNA levels in the dorsal striatum (Fig. 4b and d, respectively).

**Figure 4:**
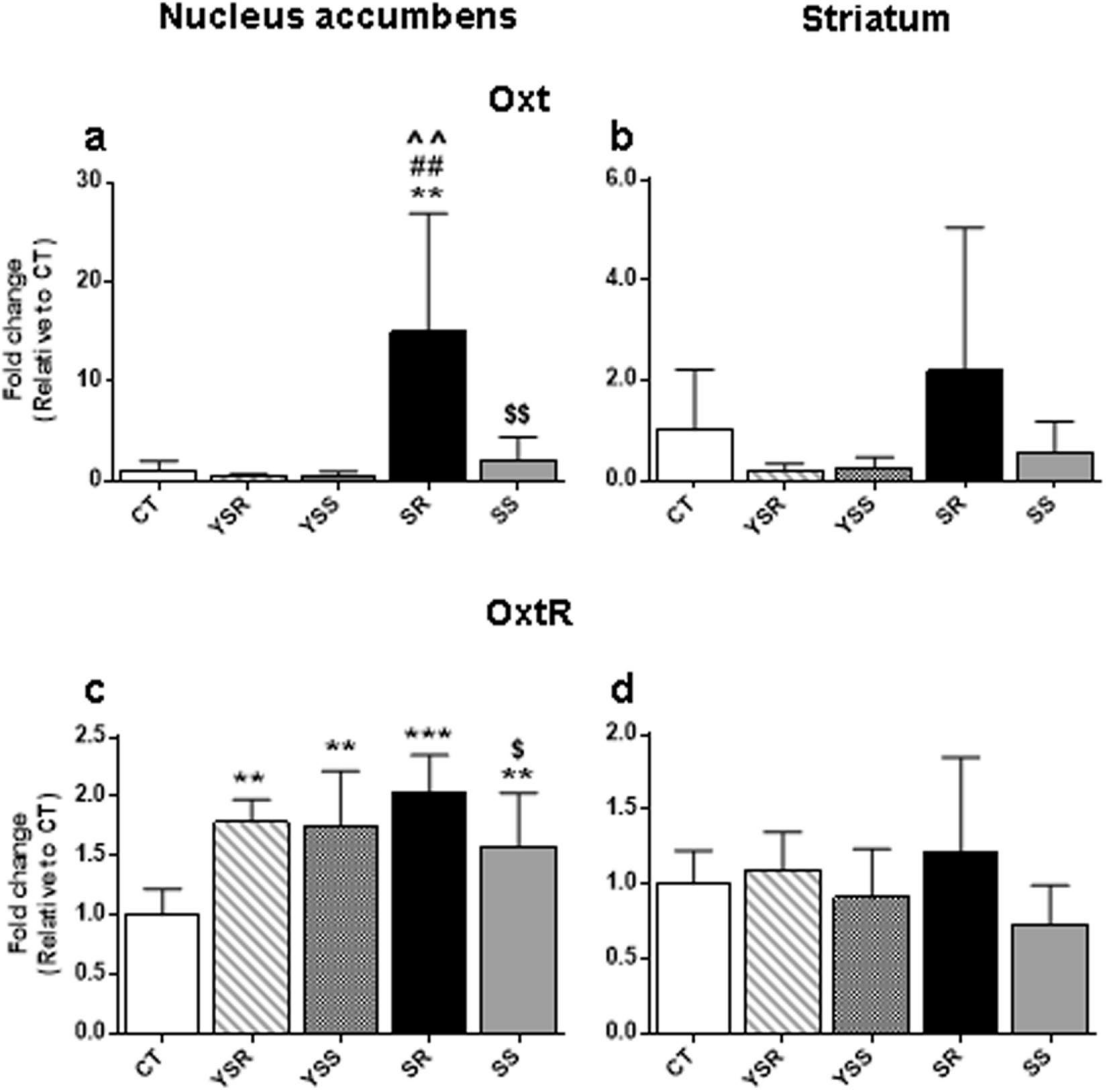
PCR validation of changes in oxytocin mRNA levels in the rat NAc after a month withdrawal from methamphetamine SA and footshocks. We conducted quantitative PCR using individual RNA from the NAc (**a**,**c**) and dorsal striatum (**b**,**d**) of rats from the various conditions (CT, n = 6–8; SR, n = 6–8; SS, n = 6–9; YSR, n = 3; YSS, n = 3–6). The shock-resistant rats showed significant increases in oxytocin (**a**) and oxytocin receptor (**c**) in the NAc but not in the dorsal striatum (**b** and **d**, respectively). Values are means ± SEM fold changes relative to the control group. Key to statistics: **p < 0.01, ***p < 0.001, in comparison to the control group; ##p < 0.01, in comparison to YSR rats; ^^p < 0.01, in comparison to the YSS group; ^$^p < 0.05, ^$$^p < 0.01 in comparison to the SR group.

We also validated the expression of striatal CARTpt that showed increased expression between SR and SS in the microarray data (Table 2). 

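Cartpt, which encodes the CART neuropeptide precursor (chromosome 2, 30125249 to 30127536), was higher in SR rats, at 7.37 ± 0.695 (SD, n = 6), than in SS rats, at 6.24 ± 0.435 (SD, n = 6). The log2 fold change was 1.13 (standard error 0.265), and 4 of 6 SR arrays lay above every SS array (exact p = 0.00866). Against CT rats, Cartpt was higher in SR rats by 0.41 (standard error 0.265, exact p = 0.258) and lower in SS rats, at -0.72 (exact p = 0.0238). Against the yoked YSR rats, Cartpt was higher in SR rats by 1.02 (standard error 0.325), in 6 of 6 SR arrays above every YSR array (exact p = 0.0357). Its signal lies under the bioB mean in every group, and its adjusted p over all clusters was 1 in SR against SS rats. The call was kept without any 1 array. Cartpt is also among the markers of the ventral or medial striatum, which were higher in SR than in SS rats in 10 of 11 cases (median 0.64), and the mean difference of those outside Table 2, 0.50, was 0.31 without SR replicate 5.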

Figure 5a showed confirmation of the significant [F(4,28) = 4.220, p = 0.0085] increases in CARTpt in the striatum of SR rats. There were, however, no significant changes in the NAc [F(4,26) = 1.059, p = 0.3966] (Fig. 5b).

**Figure 5:**
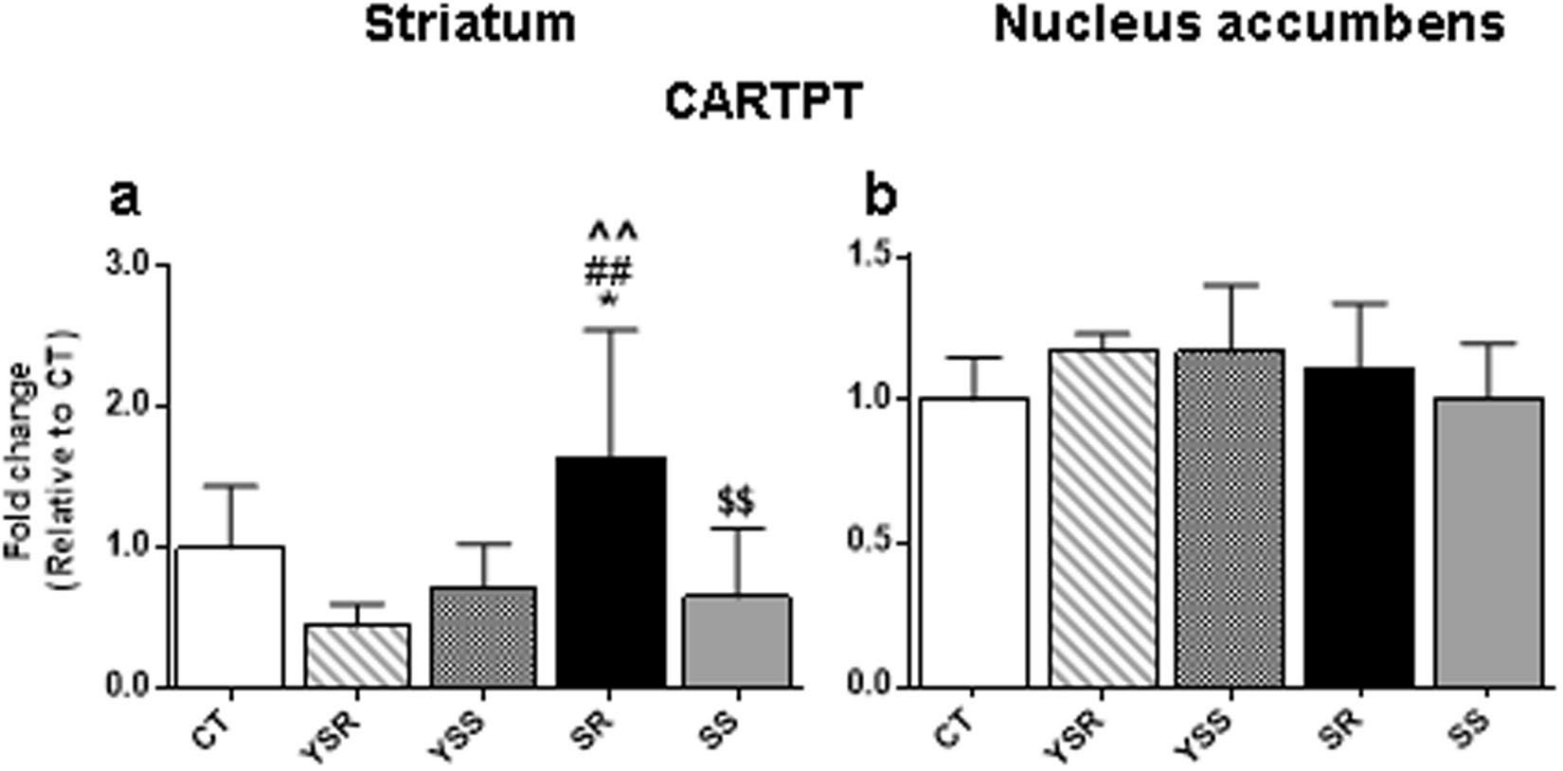
PCR validation of changes in CARTpt mRNA expression in the dorsal striatum after a month withdrawal from methamphetamine SA and footshocks. We conducted quantitative PCR using individual RNA from the dorsal striatum (**a**) and NAc (**b**) of rats. The shock-resistant rats showed significant increases in CARTpt in the dorsal striatum (**a**) but not in the NAc (**b**). Values are means ± SEM fold changes relative to the control group. Key to statistics: *p < 0.05, in comparison to the control group; ##p < 0.01, in comparison to YSR rats; ^^p < 0.01, in comparison to the YSS group; $$p < 0.01 in comparison to the SR group.

#### Footshock-responsive genes

We also validated the expression of some genes that showed changes in rats that were yoked to the METH SA to receive similar number of footshocks as the METH SA animals (Fig. 6). 

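Pdk4, a mitochondrial kinase gene that limits pyruvate oxidation (chromosome 4, 30544775 to 30556826), was higher in YSR rats than in CT rats by a log2 fold change of 1.27 (standard error 0.317), at 8.47 ± 0.446 (SD, n = 3), and all 3 YSR arrays lay above every CT array (exact p = 0.0119). Ptpro, a receptor tyrosine phosphatase gene (chromosome 4, 171251185 to 171461550), was higher by 1.17 (standard error 0.445, exact p = 0.0119), at 9.67 ± 0.431 (SD, n = 3), again in 3 of 3 arrays. Fmo2, a flavin-containing monooxygenase gene (chromosome 13, 80751801 to 80775264), was higher by 1.09 (standard error 0.266), at 7.27 ± 0.214 (SD, n = 3), with 2 of 3 YSR arrays above every CT array (exact p = 0.0238). In YSS rats all 3 stood close to CT rats, with Pdk4 at 0.07, Fmo2 at -0.01 and Ptpro at -0.09. YSR against YSS rats, the direct test of that contrast, gave 1.20 (standard error 0.367) for Pdk4, 1.25 (0.514) for Ptpro and 1.10 (0.307) for Fmo2, with 3 of 3 YSR arrays above every YSS array for each. SR rats, which took METH and had similar numbers of shocks, lay under YSR rats for Pdk4 (-1.45, exact p = 0.0119) and Fmo2 (-1.31, exact p = 0.0119), while Ptpro, at -0.70 (exact p = 0.131), did not meet the criterion. The adjusted p over all clusters was 1 for each gene in YSR against CT rats. The choroid plexus score rose with the mean of the 3 genes across arrays within groups (r = 0.462, permutation p = 0.0223, and rho = 0.463, permutation p = 0.024), with r = 0.396 without the 2 farthest arrays and an adjusted p of 0.0223 over 2 relations. With that score as a covariate the mean YSR minus CT difference of the 3 genes went from 1.17 (standard error 0.252) to 0.98 (0.245). The paper took up these 3 genes for their changes in yoked rats, so their exact p-values are not independent evidence. Fmo2 and Pdk4 kept their calls against CT rats without any 1 array, and Ptpro lost it without YSR1 (0.93). Against YSS rats, Pdk4 lost its call without YSS2 (0.72) and Ptpro without YSR1 (1.02) or YSS2 (0.99).

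**Figure D2:**
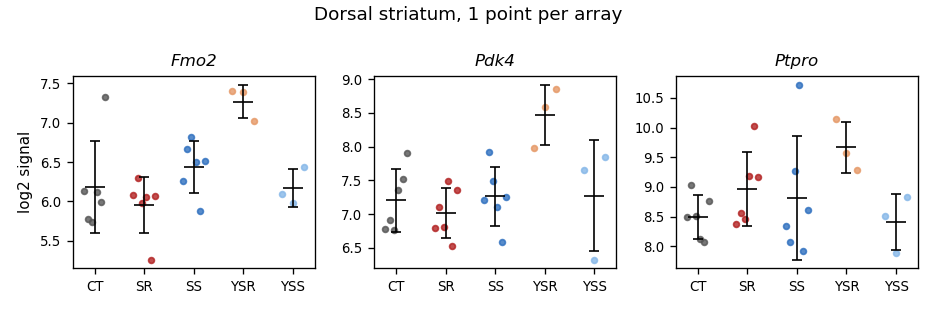
Log2 signal of Fmo2, Pdk4 and Ptpro in the dorsal striatum of CT (n = 6), SR (n = 6), SS (n = 6), YSR (n = 3) and YSS (n = 3) rats. Each point is 1 array from 1 rat, the dash is the mean and the bar the SD. The vertical axes do not start at 0.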

Figure 6a and b show that animals that received footshocks experienced no significant changes in FMO2 (flavin-containing monooxygenase) in the NAc but showed significant [F(4,19) = 6.849, p = 0.0014] changes in the dorsal striatum. Post-hoc analyses showed that the YSR group (291 ± 39 footshocks) exhibited significantly higher mRNA levels in the dorsal striatum than the other groups (Fig. 6b). Figure 6c and d show that there were significant changes in the expression of PDK4 (pyruvate dehydrogenase kinase 4) in the NAc [F(4,19) = 6.388, p = 0.0020] and dorsal striatum [F(4,28) = 6.497, p = 0.0008]. In addition to the YSR group showing higher levels than the other groups in the NAc, post-hoc analyses showed that both SR and SS groups [but not the YSS (94 ± 13 footshocks) rats] also showed small increases in comparison to the control animals. The results suggest that METH might have partially attenuated the transcriptional effects of the large number of footshocks that the SR rats had received (compare YSR to SR results in Fig. 6c). In the dorsal striatum (Fig. 6d), YSR rats also showed higher expression than the other groups whereas the SR animals showed lower expression than the control group, suggesting the large amount of METH taken by the SR rats might have significantly suppressed the effects of footshocks alone (YSR) in this brain region. Smaller number of footshocks and lower amount of METH (SS) did not significantly influence the expression of PDK4 in the dorsal striatum (Fig. 6d). These data support the notion that the NAc and dorsal striatum may respond differentially to a diversity of exogenous stimuli.

**Figure 6:**
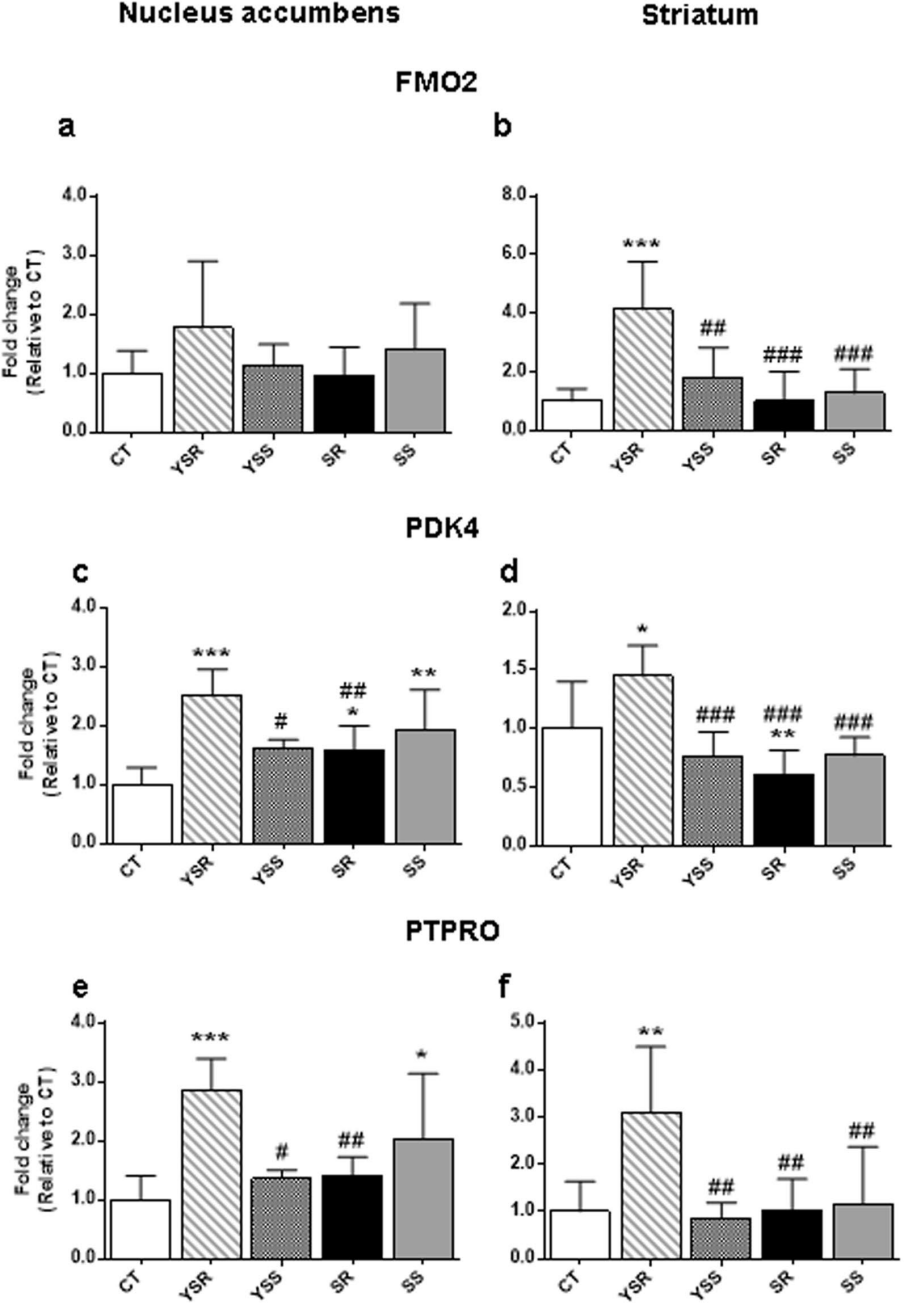
PCR measures of changes in FMO2, PDK4, and PTPRO mRNA levels in the rat NAc and dorsal striatum after a month withdrawal from methamphetamine SA and footshocks. We conducted quantitative PCR using individual RNA from the NAc (**a**,**c**,**e**) and dorsal striatum (**b**,**d**,**f**) of rats from the 5 groups of rats. The YSR that received many non-contingent footshocks (291 ± 39) showed significant increases in FMO2 in the dorsal striatum (**b**) but not in the NAc (**a**). YSR rats also experienced increases in PDK4 in both the NAc (**c**) and dorsal striatum (**d**). PTPRO mRNA levels were also increased in the NAc (**e**) and dorsal striatum (**f**) of YSR rats. Values are means ± SEM fold changes relative to the control group. Key to statistics: *p < 0.05, **p < 0.01, ***p < 0.001, in comparison to the control group; #p < 0.01, ##p < 0.01, ###p < 0.001, in comparison to the YSR rats.

Figure 6e and f show the effects of METH and footshocks on the expression of PTPRO (protein tyrosine phosphatase, receptor type O) in the NAc and dorsal striatum, respectively. PTPRO mRNA expression was significantly [F(4.19) = 4.890, p = 0.0070] affected in the NAc. Post-hoc analyses showed that the YSR and SS groups exhibited higher mRNA expression than controls (Fig. 6e). In addition, SR rats showed lower expression than YSR animals, again suggesting that large amount of METH might have inhibited the effects of footshocks alone on PTPRO mRNA levels in the NAc. In the dorsal striatum, there were also significant [F(4,28) = 3.982, p = 0.0111] increases in the levels of PTPRO mRNA in the YSR group when compared to the other groups (Fig. 6f). Post-hoc tests indicated that PTPRO mRNA levels in the other groups were comparable to those of controls (Fig. 6f).

## Discussion

The aim of the present study was to use an unbiased genome-wide approach to identify transcriptional changes in shock-sensitive and -resistant rats that had all undergone METH self-administration training and footshocks. We also compared gene expression in rats that were yoked to the METH SA animals to control for the effects of footshocks during the shock phase of the study. Our aim was to compare gene expression in the NAc and dorsal striatum because these two brain regions are known for their involvement in different aspects and phases of compulsive drug-taking behaviors and during withdrawal from METH SA^16, 18–24^. We had reasoned that drug-induced alterations of these neuroanatomical systems may negatively impact information processing and, over time, might have led to disturbed responses to environmental cues^7^, based on their different connections to various brain regions implicated in addiction^25^. Indeed, we found significant increases in oxytocin mRNA levels in the NAc, but not in the dorsal striatum, 30 days after stopping METH SA. These results are consistent with those of Baracz *et al*.^26^ who had reported significant increases in plasma oxytocin levels immediately after and at 15 days of withdrawal from METH self-administration. The observation that animals with reduced METH intake in the presence of footshocks did not show significant increases in oxytocin mRNA levels suggest that these observations may be related specifically to compulsive METH takers that continue to take the drug despite the footshocks (SR rats). The changes in oxytocin mRNA are also not secondary to footshocks alone since the yoked animals did not show any increases in oxytocin in comparison to control rats. We also found significant increases in CARTpt mRNA levels in the dorsal striatum but not in the NAc of compulsive METH takers, suggesting that different neurotransmitter systems may be activated in different brain regions during protracted forced abstinence from METH self-administration.

### Potential role of NAc oxytocin in compulsive methamphetamine taking

Oxytocin is a centrally active neuropeptide that is involved in social bonding/attachment^27, 28^ and in some psychopathological states including stress, affective disorders, and schizophrenia^29, 30^. A potential role for oxytocin in addiction has also been investigated by several groups of scientists^18, 26, 31–34^. For example, intracerebroventricular injections of oxytocin were shown to reduce METH-induced increased locomotor activity^35^ and conditioned place preference (CPP)^36^ in mice. Carson *et al*.^32^ have also reported that peripheral oxytocin administration can dose-dependently reduce the number of self-administered METH infusions by rats. Oxytocin also reduced locomotor activity and drug-induced reinstatement^32^. Follow-up studies have also documented that infusions of oxytocin in the NAc can reduce METH CPP^37^ and METH-primed reinstatement^31^. These studies are consistent with the recent report that oxytocin, given peripherally or intracerebrally, can reduce METH demand and seeking by rats^33^. When taken together, these observations implicate an important role of this neuropeptide in the effects of this psychostimulant. This conclusion is consistent with the report that METH can cause increased plasma oxytocin levels and decreased oxytocin receptors in the NAc of rodents^31^. Thus, our findings of increased oxytocin mRNA levels in the NAc may constitute compensatory responses to replace oxytocin that might have been released from the NAc during compulsive METH taking.

### Potential role of striatal CARTpt in withdrawal from compulsive methamphetamine taking

We also found significant increases in CARTpt mRNA levels in the striatum, but not in the NAc, after 30 days of withdrawal from METH (see Fig. 5). These results are consistent with recent proposals that the dorsal striatum may be involved in longterm abstinence from METH SA^20, 38^. CARTpt is a brain/gut neuropeptide initially identified by differential display in the dorsal striatum of rats that were injected with either cocaine or amphetamine^39^. In the NAc, CARTpt was reported to be localized in D1-containing neurons not in D2 neurons^40^. In addition to the NAc, CARTpt is widely distributed in the brain^41, 42^ and appears to play a role in the acute and chronic effects of some drugs of abuse^43, 44^. For example, intra-NAc administration of CART was shown to attenuate hyperactivity induced by either cocaine or amphetamine^45, 46^. The effects of CARTpt were reported to be dependent on the modulation of both dopamine (DA) D1 and D2 receptors^47^. Intra-accumbal CARTpt injections also attenuated cocaine self-administration^48^. Non-contingent injection of METH caused significant increases in CARTpt mRNA levels in the NAc of rats euthanized at either 2 hours or one month later^49^. When taken together with our present observations, these results support the notion that CARTpt may play a substantial role in regulating certain aspects of stimulant-induced behaviors^40, 44^ both acutely and after prolonged abstinence.

### Footshock-induced changes in gene expression

In view of the novelty of these observations, it is of interest to briefly discuss the findings that some genes showed significant changes in their expression in animals that had received many non-contingent footshocks (YSR group, see Fig. 6). There is evidence that repeated footshocks can affect DA metabolism in the rodent NAc and dorsal striatum but to different degrees based on the severity of footshocks^50–54^. These studies had investigated perturbances in dopaminergic systems during short periods of time after application of single or multiple footshocks. In the present study, gene expression was assessed after one month of withdrawal and, yet, we still observed significant changes in FMO2, PDK4 and PTPRO mRNA levels in two DA terminal fields. Although the reasons for these changes remain to be determined, these findings suggest that footshock punishment can have substantial transcriptional effects in these brain regions in a fashion that might affect brain metabolism since FMO2 is a member of a class of enzymes (FMO1–5) that are localized in the membranes of endoplasmic reticulum and are involved in metabolizing drugs, regulating fat and cholesterol metabolism, and breaking down of other dietary components^55, 56^. Importantly, the presence of FMOs in the brain^57^ and the increased expression that we observed in the striatum suggests that FMO2 might play a role in the longterm effects of footshocks on the metabolic health of this brain structure. Parenthetically, FMO2 expression is increased by manipulations that increase animal longevity^58^.

Another important metabolic enzyme affected by repeated footshocks in both the striatum and NAc is PDK4, a member of a class of 4 enzymes (PDK1-PDK4)^59, 60^ that are involved in the regulation of the mitochondrial pyruvate dehydrogenase (PDH) complex (PDC)^61, 62^. PDC catalyzes the oxidative decarboxylation of pyruvate to acetyl-coA^63^ and is inactivated via PDK-dependent phosphorylation^59^. PDKs are expressed in the brain^64^ and astrocytes appear to contain higher expression of PDK2 and PDK4 whereas neurons contain higher levels of PDK1^65^. PDKs may be involved in the generation and progression of several neurodegenerative processes that involve inflammation and abnormal mitochondrial functions^66^. Thus, our findings of increased PDK4 mRNA in the NAc and dorsal striatum suggest that footshocks might have activated mechanisms meant to further downregulate PDC function in glial cells to modify biochemical responses to repeated painful stimuli. This notion is consistent with the report that glial responses to inflammatory stimuli were attenuated in PDK4 knockout mice^60^.

Protein phosphorylation/dephosphorylation processes are key regulatory processes that serve to activate or inactivate proteins by the actions of protein kinases and protein phosphatases^67, 68^. Protein tyrosine phosphatases (PTPs) are subdivided into receptor and non-receptor phosphatases and are expressed in the central nervous system^69^. Thus, it was of interest that the mRNA expression of a protein phosphatase, PTPRO, was significantly increased in rats that received large number of non-contingent footshocks. PTPRO was first identified as a membrane protein that is expressed in the brain^70^ and is involved in the regulation of axonal guidance and neurodevelopment^71–73^. The observed increased in PTPRO in the yoked rats suggests that footshocks might have led to activation of mechanisms known to be involved in the regulation of PTPRO-dependent neurodevelopmental processes and, by extension, shock-induced synaptic plasticity in adult rats. In any case, the observations of footshock-induced changes in gene expression are consistent with the idea that adverse consequences can have longterm effects on the brain.

## Conclusion

Our present observations support the notion that accumbal oxytocin is a potentially important neuropeptide in the manifestation of METH addiction. Our data also identify a potential role of striatal CARTpt in regulating rat behaviors after protracted withdrawal from compulsive METH taking. When taken together, the present findings point to a potentially significant role of a diversity of neuropeptides in different stages of METH addiction. This conclusion supports the need for further clinical evaluation of these neuropeptides or their analogs in clinical situations.

## Methods

### Animals and drug treatment

We used male Sprague-Dawley rats (Charles River Labs, Raleigh, NC, USA), weighing 350–400 g in the beginning of the study in all experiments. We housed animals in a humidity and temperature-controlled (22.2 ± 0.2 °C) room with free access to food and water. Our procedures followed the *Guide for the Care and Use of Laboratory Animals* (ISBN 0–309–05377–3) and were approved by the National Institute of Drug Abuse Animal Care and Use Committee.

### Intravenous surgery

We anesthetized rats with ketamine and xylazine (50 and 5 mg/kg, i.p., respectively) and inserted silastic catheters into the jugular veins, as described previously^74^. We attached the catheters to a modified 22-gauge cannula that was mounted to their skulls with dental cement. We injected buprenorphine (0.1 mg/kg, s.c.) one time after surgery to relieve pain and allowed the rats to recover for 5–7 days before methamphetamine self-administration training. During the recovery, training and punishment phases of the experiment, we flushed the catheters every 24–48 h with gentamicin (Butler Schein; 5 mg/ml) and sterile saline.

### Training and punishment phases

We performed the training procedure for methamphetamine self-administration essentially as described^74^. On the first day of training, we brought rats to the self-administration room and chronically housed them in self-administration chambers. Animals had free access to food and water that were available in water bottles and feeders hanging on the walls of all self-administration chambers. We trained rats to self-administer dl-methamphetamine HCl (NIDA) or saline during three 3-h sessions/day (the sessions were separated by 30 min off intervals) for 20 days under a fixed-ratio-1 with 20-s timeout reinforcement schedule. Presses on the retractable active lever activated the infusion pump. Active lever presses were also accompanied by a 5-s compound tone-light cue. Presses on inactive (stationary) lever had no reinforced consequences. We connected the catheters of rats to a modified cannula (Plastics One, Minneapolis, MN) attached to a liquid swivel (Instech Laboratories, Inc., Plymouth Meeting, PA, USA) using a polyethylene-50 tubing that was protected by a metal spring. Rats self-administered methamphetamine for 5 days a week with weekends off. During the 2 days off, rats remained housed in self-administration chambers but were disconnected from intravenous self-administration lines. Also, the levers were retracted and all other cues were removed. Rats self-administered methamphetamine at a dose of 0.1 mg/kg/infusion over 3.5 s (0.1 ml/infusion). To prevent overdose, we limited the number of infusions per 3-h session to 50. Control rats self-administered saline under the same conditions. We started the self-administration sessions at the onset of the dark cycle and sessions began with the insertion of the active lever and the illumination of a red house light that remained on for the duration of the session. At the end of each 3-h session, the house light was turned off, and the active lever was retracted.

During the training plus punishment phase, rats continued methamphetamine self-administration every day (three 3-h sessions/day separated by 30 min off intervals) under the fixed ratio-1 with 20-s timeout reinforcement schedule that was used during training. For methamphetamine-trained rats, 50% of the reinforced lever-presses also resulted in the concurrent delivery of a 0.5-s footshock through the grid floor. We set the initial footshock at 0.18 mA and increased the shock intensity by 0.06 mA to a final value of 0.3 mA (a total of 5 punishment days). Additionally, some control rats were yoked to the shocked animals so that each time animals in the methamphetamine SA group received a contingent shock, these rats also received a non-contingent shock and a saline infusion. Thus, by the end of the behavioral experiments, there were rats yoked to the corresponding shock-sensitive and -resistant rats, namely yoked SS (YSS) and yoked SR (YSR), respectively.

### Withdrawal phase

At the end of the training plus punishment phase, rats were returned to the animal vivarium and individually housed with no access to METH. Intravenous catheters were covered using dust caps and rats had access to home-cage food and water ad libitum. Cue-induced drug craving was then assessed at days 2 and 30 of withdrawal. To test cue-induced craving, rats were brought back to their corresponding SA chambers on the morning of each test. Each test consisted of a single 1-h session during which presses on the drug-associated lever resulted in contingent presentations of the tone and light cues previously paired with METH. However, no METH was available during these tests. Cue-induced drug seeking behavior was assessed using a within-subject design such that all rats tested on day 2 were also tested on day 30 of withdrawal. Animals were euthanized one day after the second cue-induced methamphetamine craving test.

### RNA preparation

Thirty days after cessation of methamphetamine self-administration and footshocks, we euthanized the rats by decapitation with guillotine and isolated NAc and dorsal striatal samples from the brains. We extracted total RNA from individual samples using Qiagen RNeasy Mini kit (Qiagen, Valencia, CA, USA). We assessed RNA integrity using an Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA). We obtained RNA integrity numbers (RIN, see Table S5) prior to RNA amplification and hybridization to the Affymetrix *GeneChip™ Rat Transcriptome Array 1.0 (RTA 1.0.)* [Thermo Fisher Scientific Inc., Catalog # 902634]. RNA samples showed no degradation with all RINs being greater than 8.4 (see Table S5).

### Transcriptomic profiling using Affymetrix microarrays

The RNA was amplified using Affymetrix labelling based on standard Affymetrix protocols (Affymetrix, Santa Clara, CA, USA). The cRNA and single-stranded cDNA size distribution was determined using an Agilent Bioanalyzer to confirm that the cRNA was the correct size range (200–2000 nt) and the single-stranded cDNA was the correct size (approximately 400 nt). Quality control processes were also used for gene expression analysis including but not limited to hybridization controls, labeling controls, internal control genes (housekeeping controls), global array metrics, and algorithm parameters. Hybridization, labelling, scanning, and data extraction were also performed using standard Affymetrix protocols. Differentially expressed genes were chosen if there were ± 1.7-fold changes (p < 0.05) based on pairwise comparisons using Affymetrix software.

### Quantitative PCR analysis of mRNA levels

Genes were selected for validation by real-time quantitative polymerase chain reaction (qPCR) essentially as previously described [15]. Briefly, individual total RNA from 6 rats per group was reverse-transcribed into cDNA using Advantage RT for PCR kit (Clontech, Mountain View, CA, USA). Gene-specific PCR primers were generated by the LightCycler probe design software v. 2.0 (Roche Biosystems, Indianapolis, IN, USA) and purchased from the Synthesis and Sequencing Facility of Johns Hopkins University (Baltimore, MD USA). High Capacity cDNA Reverse Transcription Kit (Invitrogen, Waltham, MA, USA) was used with a ViiA 7 instrument (Life Technologies, Waltham, MA, USA). The relative amounts of messenger RNA were normalized to means of clathrin, ornithine decarboxylase antienzyme 1 (OAZ1), and tubulin.

### Statistical Analysis

We analyzed the behavioral data with the statistical program SPSS and followed significant effects (p < 0.05) with SPSS post-hoc contrasts with the repeated measures ANOVA. For the training and shock phases, the dependent variables were the number of METH or saline infusions during 20 training days and 5 footshock days. The PCR data were analyzed by one-way ANOVA followed by Fischer’s protected least-significant difference test (PLSD) using StatView (version 4.02, SAS Institute, Cary, NC, USA). The null hypothesis was rejected at p < 0.05.

### Availability of data and materials

Gene expression data have been deposited at the NCBI under the accession #GSE95571.

## Electronic supplementary material

Suplementary Tables

How the deposited data were processed for this re-analysis (not part of the article)

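The series holds arrays of the dorsal striatum of 24 rats, 1 Affymetrix rat transcriptome array per rat, from 6 saline control (CT), 6 shock-resistant (SR), 6 shock-sensitive (SS), 3 yoked to SR (YSR) and 3 yoked to SS (YSS) rats. Arrays of the NAc and the qPCR measurements were not used here. The authors summarized the raw arrays with the Affymetrix Expression Console, whose version is not given, into log2 signals for 70580 rows, with values from 1.97 to 19.9. The deposited files do not state the summarization algorithm. A second deposited table holds fold changes, ANOVA p-values and FDR p-values, which the authors computed for each comparison before the deposit, and which were read only for comparison.

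The 1738 control rows were left out, except that the 1 row of bioB served as the level of expression, and 68842 transcript clusters remained. A cluster counted as expressed when its CT mean lay above the CT mean of bioB. Gene names come from the deposited annotation, which does not name the genome build, and no sequence was aligned. Table 2 genes were matched by accession (22), symbol (2) or description (1).

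The 5 groups were compared in a cell-means fit with moderated variances in limma 3.58.1 under R 4.3.3, with a prior of 2.76 degrees of freedom for the 9755 expressed clusters and 3.787 for all clusters. Contrasts were SR against CT, SS against CT, SR against SS, YSR against CT, YSS against CT, YSR against YSS, SR against YSR, SS against YSS, and the difference between the last 2. The study's criterion (unadjusted p under 0.05 and a fold change of 1.7) was counted beside Benjamini-Hochberg adjusted p. Named genes were also tested by exact 2-sided permutation of arrays between the 2 groups. Lists of genes were fixed before the data were examined and tested with camera at a preset correlation of 0.01, with camera at the estimated correlation and with fry, where at least 3 members were expressed. The lists cover the Table 2 genes, qPCR and qPCR reference genes, neuropeptides, oxytocin and vasopressin, dopamine, opioid and glutamate receptor genes, D1, D2, interneuron, ventral or medial and lateral striatum, cortex, thalamus, hypothalamus, choroid plexus, ependymal, glial, vascular and blood markers, immediate early, glucocorticoid-response, pyruvate dehydrogenase, Fmo, receptor phosphatase, histone deacetylase and DNA methylation, heat shock and imprinted genes. Expressed interneuron markers (2) and choroid plexus markers (2) were too few for these tests, so the direction of all measured members was counted instead. Means of the choroid plexus, cortex and ventral or medial markers over their measured members served as tissue scores, the last without the genes that are also in Table 2.

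Precision depends on the number of rats, 3 to 6 per group. The calling was tested on simulated data with 200 changed clusters at 2 effect sizes, in which clusters varied independently, unlike those of the real arrays. At 2 log2 units SR against CT found 200 of them at an adjusted p under 0.05, with 16 false calls, and YSR against YSS found 187, with 11. The arrays were also regrouped at random into groups of the same sizes and refitted in the same way.

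The labels do not say whether a replicate number pairs rats across groups, such as a yoked rat with its partner, and the main fit treated rats as unpaired. Residual correlations cannot settle this. Among 39 pairs of arrays with the same number the residual correlation ran from -0.687 to 0.642 (median -0.115), and 6 of 24 arrays were closest to an array with their own number. No 2 arrays were identical, with correlations from 0.9762 to 0.997. No array was left out of the main analysis.

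Alternatives were quantile normalization, median centring, other expression filters, 1 cluster per gene, fits of 2 groups only, ordinary ANOVA, array weights, biweight means, other fold limits, a block for replicate number and leaving out each array. Alternatives added after the values were seen were coding clusters without a filter, the same with ordinary ANOVA and biweight folds, the choroid plexus and cortex scores as covariates, and leaving out the 9 arrays with Kl above bioB. Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.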

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

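The following tests of this part, and 4 of the alternatives, were written after the results they bear on were seen: brightness of the arrays for Oxt, place of dissection for the Table 2 genes, choroid plexus for Fmo2, Pdk4 and Ptpro, and regroupings without the Table 2 list. Dixon's test of 90 groups of gene values marked 9 values in 5 arrays, where about 1 group in 20 is marked by chance. In SR replicate 1 the values were 7.752 for Cdh4, 5.864 for Siah3, 6.003 for Mrap2 and 7.819 for Zfhx4. The others were Cdh4 in SS replicate 6 (8.725), Oxt in SS replicate 6 (8.901), Mir7234 in SR replicate 2 (4.002), Fmo2 in CT replicate 6 (7.322) and Fmo2 in SR replicate 5 (5.258). All were kept, and the cause was not tested.

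Oxt stood at 13.7 in SR replicate 4 and 14.5 in SR replicate 6, and the mean of these 2 arrays lay 7.87 above the other 22. RNA from hypothalamic magnocellular neurons might do this, and Avp was also higher in these 2 arrays, by 1.17 (SD of the others 0.4), with 1 of the 2 above all others, which leaves that reading open. Across expressed clusters these 2 arrays differed from the others by a median of -0.00951. An array-wide shift in the deposited signals therefore does not account for Oxt. Array medians lay between 5.11 and 5.32 after summarization, so brightness before that step could not be tested.

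The 14 measured Table 2 genes that the paper gives as at least 1.7-fold higher in SR rats might reflect the place of dissection. Their mean followed the mean of the 8 ventral or medial markers outside Table 2 within groups, with r = 0.905 (permutation p = 1e-05), rho = 0.881 (permutation p = 1e-05), r = 0.863 without the 2 farthest arrays, and an adjusted p of 2e-05 over 2 relations. The value 1e-05 is the lowest that the permutations drawn could give, so these p-values are upper bounds. With this score as a covariate the SR minus CT difference went from 0.898 to 0.456 (standard error 0.129). The genes were chosen for this difference on these same arrays, so the remainder cannot show that the place of dissection leaves part of it unexplained. A larger share of D1 or D2 neurons in the SR samples is argued against by the medians of their markers, -0.151 (range -0.396 to 0.63, 9 genes) and -0.225 (-0.389 to 0.207, 8 genes), against 0.772 for these 14 genes, which were chosen for the difference, and 0.689 for all 25 measured genes of the table. A smaller share was not tested.

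Fmo2, Pdk4 and Ptpro in YSR rats might reflect other tissue or stress hormones. Mural and fibroblast markers had a median of 0.0168 (quartiles -0.102 to 0.122, 14 genes), which speaks against vascular tissue as the whole cause, although 1 of them, Dcn, met the study's criterion (1.16). With the choroid plexus score as a covariate 0.838 of the difference remained, which speaks against choroid plexus as the whole cause, although the paper took up these genes for their changes in yoked rats. Glucocorticoid-response genes without Pdk4 had a median of 0.231 (quartiles 0.0348 to 0.454, 18 genes), which leaves that reading open.

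Regrouping the arrays at random shows how often chance gives as many calls. Of 100 splits of 462 possible, SR against CT had 31 with at least its 22 genes (highest other 216) and 3 with at least its 10 lists (highest 11). The study chose the Table 2 list on this split, and without that list 3 of 100 splits had at least its 9 lists (11). Chance is excluded at 0.05 for this list count alone, but 20 counts were tested in this way, the 10 lists were 6 without CT6, and 0 lists passed with an estimated correlation, so no conclusion is drawn from it. SS against CT had 85 with at least 3 genes (highest 165) and 52 with at least 3 lists (8), and SR against SS had 49 with at least 6 genes (276) and 26 with at least 6 lists (10). Without the Table 2 list, 54 splits had at least the 3 lists of SS against CT (8) and 43 at least the 5 of SR against SS (9). Of 84 splits, YSR against CT had 60 with at least 20 genes (323) and 25 with 6 lists (11), YSS against CT had 33 with 61 genes (238) and 22 with 5 lists (8), SR against YSR had 14 with 134 genes (309) and 28 with 6 lists (9), and SS against YSS had 38 with 16 genes (295) and 29 with 5 lists (8). YSR against YSS allows only 10 splits, too few to tell, of which 5 had at least 138 genes (234) and 2 at least 8 lists (8). The union of 218 was reached in 36 of 100 splits (703). That other splits give several times the real counts points to a structure among the arrays that does not follow the groups, and the spread of tissue markers is one candidate for it. Across arrays, the first principal component had r = -0.806 with the ventral or medial score and -0.518 with the cortex score. The second had r = 0.718 with the choroid plexus score, and the other pairs lay between -0.157 and 0.0684. Whether this spread produces the counts was not tested.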

How the results depend on the processing

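The directions of Cartpt between SR and SS rats and of Fmo2 and Pdk4 between YSR and CT rats, and their calls at the study's criterion, held in every alternative that leaves at least 2 arrays per group, while the counts of called clusters did not. Over 132 gene results, which leave out those of the genes that the paper took on to qPCR in the comparisons it reports, 4750 kept their call or its absence, 553 were weaker, 101 stronger and 8 reversed in sign. With 1 array left out at a time these were 2851, 268, 48 and 1. Oxt, whose signal comes from 2 SR arrays, changed sign in SR against CT rats with biweight means.

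With quantile normalization the correlation of SR and SS fold changes against CT was 0.632 and Oxtr in SR against CT rats was 0.01919, with 3 lists in YSR against CT and 3 in SS against YSS. It also moved the share of clusters higher in SS against CT rats to 1 of 2 and in SR against SS rats to 4 of 6. Filtering on the mean of all arrays gave 25 clusters in SS against YSS. With no filter the counts were 73 (SR against CT), 21 (SS against CT), 44 (SR against SS), 98 (YSR against CT), 247 (YSS against CT), 414 (YSR against YSS), 302 (SR against YSR), 93 (SS against YSS) and 729 for the union, with a correlation of 0.555 and 8, 12, 12, 9 and 12 lists in SS against CT, SR against SS, YSR against CT, YSS against CT and SR against YSR. With 1 cluster per gene the counts in the same order were 11, 1, 3, 6, 36, 41, 18 and 4, and 81 for the union. In fits of 2 groups only Oxt in SR against SS was 2.746. Ordinary ANOVA gave 9 in SR against CT, 9 in YSR against CT, 20 in YSR against YSS and 78 for the union, with Oxt again 2.746.

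Array weights, whose estimate did not converge and which rest the YSS group on 1 array, gave 8 in SS against CT, 0 in SR against SS, 296 in YSS against CT (3139 at an adjusted p under 0.05), 411 in YSR against YSS (1763), 109 at an adjusted p under 0.05 in SR against YSR, 208 in SS against YSS (2516), 479 for the union, 4218 over the 5 groups and 464 for the interaction. The correlation was then 0.729, Oxt 2.645 (SR against CT) and 2.464 (SR against SS), Enpp6 -0.1932 and Rerg 0.01381 in YSR against YSS, with 3 lists in YSR against CT. Biweight means gave a correlation of 0.647, Oxt -0.614 (SR against CT) and 0.6126 (SR against SS) and Opalin -0.04532 (YSR against YSS). A 1.5-fold limit gave 47 (SR against CT), 15 (SS against CT), 13 (SR against SS), 136 (YSS against CT), 223 (YSR against YSS), 29 (SS against YSS) and 392 (union). A 2-fold limit gave 10, 0, 3, 6 (YSR against CT), 26 (YSS against CT), 7 (SS against YSS) and 125 (union). A block for replicate number gave 38 in YSS against CT and 3 lists in SR against YSR.

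The next 4 were chosen after the values were seen. Coding clusters without a filter gave 36 (SR against CT), 17 (SR against SS), 42 (YSR against CT) and 92 (YSS against CT). The same with ordinary ANOVA and biweight folds gave 12 (YSR against CT), 35 (YSR against YSS), 57 (SR against YSR) and 121 (union), with Oxt -0.614 and 0.6126 and Opalin -0.04532. The choroid plexus and cortex scores as covariates gave 20 (SS against CT), 25 (SR against SS), 42 (YSR against YSS), 81 (SR against YSR) and 126 (union), a correlation of 0.416, Oxt 2.767 (SR against SS), Oxtr 0.009621, and 1, 2, 3 and 2 lists in YSR against CT, YSS against CT, YSR against YSS and SS against YSS. The ventral or medial score was not in this fit, so calls kept with these covariates were not adjusted for it. Without the 9 arrays with Kl above bioB, 1 YSR and 2 YSS arrays are left, so the spread comes from the other groups and no value of these groups can test what choroid plexus does to them. The counts were 60 (SR against CT), 49 (SS against CT), 168 (SR against SS), 117 (YSS against CT), 251 (SR against YSR), 120 (SS against YSS) and 410 (union), with correlations of 0.209 (SR and SS) and -0.0419 (YSR and YSS). Oxt was then 2.572 in SR against SS, Ptpro 0.8453, Drd2 0.08893 and Ppp1r1b 0.1782 in YSR against CT, and Glra2 -0.1152 in SS against CT, with 6, 3 and 2 lists in SS against CT, YSS against CT and SS against YSS. Of the 22 clusters called in SR against CT rats the covariates kept 13, leaving out these arrays 18 and ANOVA 9, and of the 138 in YSR against YSS rats the covariates kept 22 and ANOVA 19. Of the 61 in YSS against CT rats the covariates kept 19 and ANOVA 36.

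With the correlation of list members estimated, 0 lists passed in each of the 8 comparisons. With CT replicates 1 to 3 as controls of 1 group and 4 to 6 of the other, the correlations were 0.133 (SR and SS) and -0.348 (YSR and YSS), and -0.24 and -0.0991 the other way round. With 1 array left out, counts ran from 2 to 163 (SR against CT), 2 to 17 (SS against CT), 3 to 21 (SR against SS), 17 to 109 (YSR against CT), 51 to 151 (YSS against CT), 36 to 424 (YSR against YSS), 30 to 242 (SR against YSR), 8 to 50 (SS against YSS) and 122 to 465 (union). Oxt in SR against SS ran from 1.611 to 3.399, Oxtr in SR against CT from -0.08694 to 0.04837, Rgs21 in SR against SS from -0.001046 to 0.1527, Ptpro in YSR against CT from 0.9313 to 1.355, and the correlations from 0.468 to 0.778 and from -0.292 to 0.427. Lists ran from 6 to 11, 2 to 6, 3 to 11, 2 to 8, 3 to 6, 4 to 12, 2 to 8 and 3 to 6 in the order of the comparisons. The array holds 1 row of bioB, so no alternative with its brightest or dimmest row exists, and the second deposited table holds group averages and no values per array, so the fit could not be run on it.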

Differences from the paper's values

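Of the counts, 2 differ from the paper's by the rule fixed before the data were examined. For YSR against CT rats the paper gives 13 and the value here is 20, which is 17 with quantile normalization, 19 with median centring, 16 in a fit of 2 groups only, 9 with ordinary ANOVA, 18 with a block for replicate number, 17 without CT4 or CT5, 19 without SR2, SR4, SR5, SR6, SS1, SS5 or YSS3, 12 with coding clusters, ANOVA and biweight folds, and 16 with covariates. For YSR against YSS rats the paper gives 29 and the value here is 138, which is 41 with 1 cluster per gene, 20 with ordinary ANOVA, 36 without YSR2, 35 with coding clusters, ANOVA and biweight folds, and 42 with covariates. Coding clusters without an expression filter, with ANOVA and biweight folds, an alternative chosen after the values were seen, gave 18, 4, 8, 12, 60 and 35 where the paper gives 17, 4, 9, 13, 60 and 29. Coding clusters in the authors' deposited results number 18, 4, 8, 13, 60 and 35, with 17 higher and 1 lower in SR against CT rats and 43 higher and 17 lower in YSS against CT rats. The other counts do not differ by the rule, with 9755 expressed against the paper's 9754, 22 against 17, 3 against 4, 6 against 9, 61 against 60 and a union of 218 against 304, but their directions do: 14 higher and 8 lower against 16 and 1 in SR rats, and 24 and 37 against 42 and 18 in YSS rats, where the deposited coding clusters stand closer to the paper. The 218 comes from moderated tests within the expressed clusters. The authors' deposited calls have a union of 324 over all clusters and 70 among the expressed ones. The nearness of 218 to 304 may thus not compare like sets of clusters. Among expressed clusters, those called here include 6 of the authors' 8 deposited calls (SR against CT), 2 of 3 (SS against CT), 2 of 2 (SR against SS), 8 of 9 (YSR against CT), 27 of 37 (YSS against CT) and 15 of 19 (YSR against YSS). How many genes of the paper's own supplementary lists are dropped was not analysed here.

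Rgs21 has a paper fold change of 1.89 in SS against CT rats and -1.87 in SR against SS rats, and 1.056 and 1.058 here, outside the paper's value in every alternative. The authors' deposited table gives 1.12 for SR against CT, 1.07 for SS against CT and 1.05 for SR against SS. Zfhx4 in SR against CT rats is 1.73 in the paper and 1.41 here, 1.413 with quantile normalization, 1.416 with median centring, 1.475 with array weights, 1.73 with biweight means, and 1.523, 1.465 and 1.571 without CT1, CT3 and SR1. The deposited fold of Zfhx4 is also 1.73 and comes from biweight averages, so the kind of average accounts for this difference, and that of Rgs21 remains unexplained.

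In SR against CT rats Cdh4 (paper 2.02, here 1.613), Npas4 (-1.75, -1.629), Siah3 (1.75, 1.538), Eps8 (1.89, 1.628), Mrap2 (1.73, 1.578), Scg2 (1.81, 1.692) and Zim1 (1.78, 1.679) also miss the criterion here, and each meets it with biweight means. The deposited folds, which come from biweight averages, equal the paper's for each matched gene of this paragraph. Lxn in SS against CT (1.71, 1.629) and Ace3 in SR against SS (-1.75, -1.669) meet it with biweight means and with a 1.5-fold limit, Enpp6 in SS against CT (-1.78, -1.737) with array weights, without CT2 and with covariates, and Glra2 in SS against CT (2.07, 1.795) in none. The paper counts 4 genes in SS against CT rats, fewer than reach 1.7-fold in its Table 2. Some of these folds, such as that of Glra2, may thus not have been calls of the paper. LOC102556346, Mir1954 and Peg10 could not be matched to a cluster by accession, symbol or description. Counting coding clusters without a filter, with ANOVA and biweight folds, closes most of the gap in the 2 differing counts, but it was chosen after the values were seen.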

Other observations

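Sgk1, a glucocorticoid-induced kinase gene, was lower in SR than in the yoked YSR rats (-1.47, standard error 0.443, exact p = 0.0119), as was Gpd1, a glycerol phosphate dehydrogenase gene (-1.18, 0.317, exact p = 0.0119). Neuropeptide genes were higher in SR rats in 12 of 12 expressed cases, with the dynorphin gene Pdyn at 0.85 (exact p = 0.0119) and Sst at 0.90 (exact p = 0.119), and interneuron markers in 16 of 16 measured cases (median 0.526), while choroid plexus markers were lower in 15 of 15 (median -1.67). Against YSS rats, SS rats were higher for the globin genes Hbbl1 (1.22) and Hbb-bs (1.17) and for choroid plexus markers in 15 of 15 cases (median 1.06). Pdyn misses the criterion without YSR2 (0.70). The mean choroid plexus difference of SR and YSR rats, -1.88, was -1.02 without YSR2 and -3.29 without YSR3, and that of SS and YSS rats, 1.34, was 0.841 without YSS2 and 2.02 without YSS3. Oxtr differed by -0.02 between SR and CT rats (standard error 0.109, exact p = 0.859) and Oxt by 1.93 (1.27, exact p = 0.355), with 2 SR arrays carrying the Oxt signal.

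SR against YSR had 134 clusters at the criterion (28 higher, 106 lower) and SS against YSS 16 (13 higher, 3 lower), with 0 at an adjusted p under 0.05 by limma (smallest 0.573 and 0.987; 718 and 180 at an unadjusted p under 0.05) and 0 by ANOVA (595 and 264). The difference between these 2 comparisons had 167 clusters at the criterion (33 and 134), 374 at an unadjusted p under 0.05 and 0 adjusted (smallest 0.958). camera gave 6 lists for SR against YSR, with adjusted p = 6.02e-05 for glucocorticoid response (0.181 with an estimated correlation), 0.00205 for neuropeptides (0.498), 0.0119 for imprinted genes (0.614), 0.017 for blood (0.732), and 0.0459 for oligodendrocytes and Table 2 genes (0.732). For SS against YSS it gave 5, with 0.00218 for blood and 0.0437 for ventral or medial markers (0.613 with an estimated correlation), 0.0239 for Table 2 genes, 0.0329 for heat shock genes and 0.0437 for oligodendrocytes (0.858). Adjusted over the list alone, 2 glucocorticoid-response genes, 1 neuropeptide gene and 2 Table 2 genes passed in SR against YSR rats and none in SS against YSS rats. Without YSR1 and YSR2 the count of 134 was 242 and 30, and without YSR2 the lists were 2. The count of 16 was 29 without CT2, 8 without SS1, 26 without SS3, 9 without SS4 and 50 without YSS1, and its lists were 3 without CT5, SS2, SS5 or YSS1.

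Fold changes of SR and SS rats against CT rats had r = 0.599 across clusters, against 0.501 (SD 0.0169, 50 simulations) in unchanged data that share the same controls. Shared CT arrays alone can thus give much of it, and with separate CT arrays for each group r was 0.133 and -0.24. For YSR and YSS rats r was 0.0825 against 0.331 (SD 0.021). Simulated clusters varied independently, so both SDs are too small for the real arrays and cannot test these differences. Clusters are not independent replicates.

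Of the tested lists, 6 passed in no comparison. Their smallest adjusted p from camera over the 8 comparisons was 0.0608 for lateral striatum markers, 0.0666 for receptor tyrosine phosphatases, 0.121 for D1 neuron markers, 0.214 for the pyruvate dehydrogenase genes, 0.276 for histone deacetylases and DNA methylation enzymes and 0.314 for cortex markers. No list passed with fry (smallest adjusted p 0.115). Lists with fewer than 3 expressed members were not tested, and their measured members between SR and CT rats were higher in 3 of 6 cases for the qPCR genes, 5 of 8 for oxytocin and vasopressin signalling, 6 of 8 for opioid genes, 16 of 16 for interneuron markers (median 0.279), 5 of 8 for thalamus, 5 of 13 for hypothalamus, 11 of 15 for choroid plexus, 0 of 6 for ependymal, 4 of 11 for endothelial and 9 of 14 for mural markers, and 2 of 5 for Fmo genes.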
